# Changes in Calcium Homeostasis and Gene Expression Implicated in Epilepsy in Hippocampi of Mice Overexpressing *ORAI1*

**DOI:** 10.3390/ijms20225539

**Published:** 2019-11-06

**Authors:** Lukasz Majewski, Bartosz Wojtas, Filip Maciąg, Jacek Kuznicki

**Keywords:** epileptic seizures, ORAI1, STIM1, STIM2, nSOCE, RNAseq, RT-PCR, Cdkl5, Arx, Dclk1

## Abstract

Previously, we showed that the overexpression of *ORAI1* calcium channel in neurons of murine brain led to spontaneous occurrence of seizure-like events in aged animals of transgenic line FVB/NJ-Tg(ORAI1)Ibd (Nencki Institute of Experimental Biology). We aimed to identify the mechanism that is responsible for this phenomenon. Using a modified Ca^2+^-addback assay in the CA1 region of acute hippocampal slices and FURA-2 acetomethyl ester (AM) Ca^2+^ indicator, we found that overexpression of *ORAI1* in neurons led to altered Ca^2+^ response. Next, by RNA sequencing (RNAseq) we identified a set of genes, whose expression was changed in our transgenic animals. These data were validated using customized real-time PCR assays and digital droplet PCR (ddPCR) ddPCR. Using real-time PCR, up-regulation of hairy and enhancer of split-5 (*Hes-5)* gene and down-regulation of aristaless related homeobox *(Arx)*, doublecortin-like kinase 1 (*Dclk1),* and cyclin-dependent kinase-like 5 (*Cdkl5*, also known as serine/threonine kinase 9 (*Stk9*)) genes were found. Digital droplet PCR (ddPCR) analysis revealed down-regulation of *Arx*. In humans, *ARX*, *DCLK1,* and *CDLK5* were shown to be mutated in some rare epilepsy-associated disorders. We conclude that the occurrence of seizure-like events in aged mice overexpressing *ORAI1* might be due to the down-regulation of *Arx,* and possibly of *Cdkl*5 and *Dclk1* genes.

## 1. Introduction 

Store operated calcium entry (SOCE) is a well-described process in non-excitable cells. It was initially known under the name “capacitative Ca^2+^ entry” [1] and has recently been identified also in neurons and called as nSOCE [2,3,4,5]. In the 1980s, several groups observed a phenomenon that decreasing intracellular [Ca^2+^] activates a transmembrane Ca^2+^ current [6,7,8]. During the next two decades of studies, the scientific community established molecular basis of SOCE (reviewed in [9]). Reduction in [Ca^2+^]_ER_ results in activation of plasma membrane Ca^2+^ channels that mediate sustained Ca^2+^ influx, which is required for a variety of processes. They include maintaining Ca^2+^ oscillations [10], mitochondrial fatty acid oxidation [11], refilling of Ca^2+^ stores, and a few other [12]. The essential components of SOCE are stromal interaction molecules (STIM1 and STIM2), which function as sensors of the Ca^2+^ concentration inside the endoplasmic reticulum (ER) [13,14] and ORAIs (ORAI1-3), which are highly selective Ca^2+^ channels at the plasma membrane (PM) [15,16]. Upon store depletion, STIMs form multimers, which translocate within the endoplasmic reticulum (ER) membrane towards ER-PM junctions, where they activate highly Ca^2+^-selective Ca^2+^-release-activated Ca^2+^ channels (CRACs) – ORAIs [17]. CRAC channels function as hexamer complexes that are composed of potentially multiple ORAI homologues [18,19]. Heteromeric channels that are built of endogenous ORAI1 and ORAI2 homologues were found in murine T-cells [20] and in mast cells [21], whereas in the enamel cells [22], dorsal root ganglion (DRG) neurons [23] and in overexpression studies, ORAI1:ORAI3 multimers were observed [24]. In murine immune cells, deletion of *Orai1* reduces, whereas deletion of *Orai2* increases SOCE, which indicates that ORAI2 is a less conductive subunit of CRAC channels and enables shaping of the magnitude of SOCE and modulation of the immune response [20]. Eckstein et al. postulated that ORAI1 and ORAI2 were the main channel subunits of CRAC channels in enamel cells, noting that ORAI3 can act as an inhibitor of ORAI1 in these cells [22]. In contrast, knockdown of both *Orai1* and *Orai3* in DRG neurons reduced SOCE compared with *Orai1* or *Orai3* knockdown alone [23]. These manipulations resulted in altered neuronal excitability [23]. All of these studies have shown that homo- and heteromeric CRAC channels demonstrate different SOCE response, which indicates the importance of the stoichiometry of different ORAI homologues that form the CRAC channel. The expression profile of all three homologues of ORAI varies in different tissues, with the highest level of ORAI1 in immune cells [25] and ORAI2 in the brain [26]*,* whereas ORAI3 is abundant in many solid organs and its enhanced gene expression is reported in cancerous cells [27]. Physiologically, the best-characterized homolog is ORAI1 [28,29]. Patients with inherited null or loss of function mutations in *ORAI1* suffer from severe combined immunodeficiency-like disease that is accompanied with chronic, often lethal infections and a variety of non-immunological symptoms [30,31]. 

Our recently published results indicate that overexpression of *ORAI1* in the murine brain leads to spontaneous occurrence of seizure-like events in aged animals [32]. In the present study, we extended the phenotyping of the established transgenic line overexpressing *ORAI1* in neurons (FVB/NJ-Tg(ORAI1)Ibd; Nencki Institute of Experimental Biology) by the analysis of Ca^2+^ response in the hippocampal CA1 pyramidal cells and RNA sequencing (RNAseq) gene expression profiling. Differential expression of selected genes was next confirmed by real-time PCR and validated using the digital droplet PCR (ddPCR) approach. The observed changes in Ca^2+^ signals after glutamate treatment or after ER Ca^2+^ store depletion suggest a new potential site of action for ORAI1. Our observations were supported by the identification of a set of genes, whose expression was changed in FVB/NJ-Tg(ORAI1)Ibd mice. For some of these genes, such as cyclin-dependent kinase-like 5 *Cdkl5*, aristaless related homeobox *(Arx)*, and doublecortin-like kinase 1 (*Dclk1)*, mutations in their human homologoues that lead to rare epilepsy-associated disorders were reported. Together, our results provided novel insight into the Ca^2+^ dependent actions evoked by CRAC channels that might underlie the occurrence of seizure-like episodes in FVB/NJ-Tg(ORAI1)Ibd mice.

## 2. Results

### 2.1. Overexpression of ORAI1 in Neurons Leads to Altered Ca^2+^ Response in a Modified Ca^2+^ Addback Assay in CA1 Hippocampal Region 

Acute brain slices of hippocampi of wild-type and transgenic *ORAI1* mice were analyzed by fluorescent imaging. Calcium measurements were performed using Fura-2 acetomethyl ester (AM) indicator that was loaded into the cells by gradual pipetting over the slice with the use of an automated perfusion system. To assess Ca^2+^ homeostasis in the *ORAI1* overexpressing neurons, we used a Ca^2+^ addback assay that was modified to enable the measurement of Ca^2+^ release from the ER [33]. According to suggestions that were proposed by Amrhein et al. (2019), the results are presented as raw *p*-values [34]. Also, the asterisks that are commonly used to signify a particular confidence interval are not shown. As shown in Figure 1A, the basal level of Ca^2+^ was slightly higher in neurons of transgenic *ORAI1* mice. Stimulation by glutamate led to comparable peaks in all genetic variants tested (Figure 1B,F). However, the time-course of signal decay following the brief pulse of glutamate tended to be slower in *ORAI1* overexpressing neurons (Figure 1D). The resulting difference in Ca^2+^ levels persisted during the subsequent application of ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid (EGTA) (Figure 1A,C). These changes were absent in neurons with overexpression of *STIM2* (Figure 1E,G). This may suggest that neurons of *ORAI1* transgenic mice exhibit changes in the mechanisms that are responsible for extrusion of Ca^2+^ from the cytosol by plasma membrane calcium ATP-ase (PMCA) or Ca^2+^ uptake into the ER. Moreover, a tendency towards the increased influx of Ca^2+^ ions upon Ca^2+^ addback was observed both in *ORAI1* and *STIM2* overexpressing neurons. 

### 2.2. RNAseq Analysis of Transcripts from Hippocampi Indicates Up-Regulation of the Machinery Involved in Ribosome Biogenesis and Ribonucleoprotein Complex Assembly

We next isolated total RNA from hippocampi of wild-type (*n* = 3, age 7 months) and of FVB/NJ-Tg(ORAI1)Ibd (*n* = 3, age 7 months) females and performed RNAseq experiments. 

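Each of the 6 RNAseq libraries came from the hippocampus of 1 female aged 7 months, 3 of them wild-type and 3 Tg(ORAI1)Ibd. Tg(ORAI1)Ibd mice are FVB/NJ mice that carry an ORAI1 cDNA in the Thy1.2 expression cassette. The authors deposited the number of fragments that featureCounts assigned to each gene, without normalization, for 54838 genes of the Ensembl 95 annotation of the mouse genome GRCm38 (mm10). Their counting kept the strand, took pairs of reads as fragments, used primary alignments only and required a mapping quality of at least 3. In the wild-type libraries 52497799, 42154842 and 37710188 fragments were counted on genes, a median of 42154842. In the transgenic libraries the totals were 47027279, 38094114 and 37414241, a median of 38094114. The first mouse of each genotype had the largest library. No fragment was counted on the 37 mitochondrially encoded genes in any library. From these counts, low genes were removed with edgeR's filterByExpr, which left 19087 genes, and the libraries were scaled by TMM, with factors between 0.992 and 1.00. Genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Normalized counts are given as CPM, the counts relative to the scaled total of the library, as mean ± SD of 3 mice. With 3 mice against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.10, so tests that share information across genes were used.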

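Of the 19087 genes tested, 1355 had an adjusted p under 0.05 between wild-type and Tg(ORAI1)Ibd hippocampi, 591 of them higher and 764 lower in transgenic mice. At an unadjusted p under 0.05, 2485 genes were higher and 2821 were lower. With each mouse left out in turn, 11 to 466 genes were higher and 66 to 683 lower with an adjusted p under 0.05. The median log2 fold change of all tested genes was -0.010. In 34.9% of tested genes the 3 transgenic values all lay on one side of the 3 wild-type values, where chance gives 10%. With the replicate number of the mice as a block in the model, 738 genes had an adjusted p under 0.05, 263 higher and 475 lower, and 642 of these were also among the 1355. The deviations of same-numbered mice from their group means had a mean correlation of 0.143 over 3 pairs, from -0.357 to 0.399, and those of differently numbered mice a mean of -0.0918 over 6 pairs. These correlations are across 11191 genes with a mean log2 CPM above 3, which are not independent replicates. A list of 31 genes of the choroid plexus epithelium was written before the counts were examined. The choroid plexus lies within the ventricles next to the hippocampus and secretes cerebrospinal fluid. The number of genes moved most when the mean log2 CPM of this list was added to the model. Genotype accounted for 98.5% of the variance of that covariate, and 2 genes then had an adjusted p under 0.05, with 3234 at an unadjusted p under 0.05. The fold changes also followed the GC content of the transcripts. Among the 1119 genes of the lowest GC decile, with a median GC content of 39.6%, the median log2 fold change was -0.17, and among the 1119 genes of the highest, with 59.8%, it was 0.16. Across genes, Spearman's rho between the fold change and GC content was 0.566. The trend had the same sign in every library of a genotype, with a rho between -0.445 and -0.395 in the wild-type and between 0.242 and 0.587 in the transgenic libraries for the deviation from the gene's mean. With the GC trend of each library removed through offsets, 439 genes had an adjusted p under 0.05, 135 higher and 304 lower, and 399 of them were also among the 1355.

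**Figure D1:**
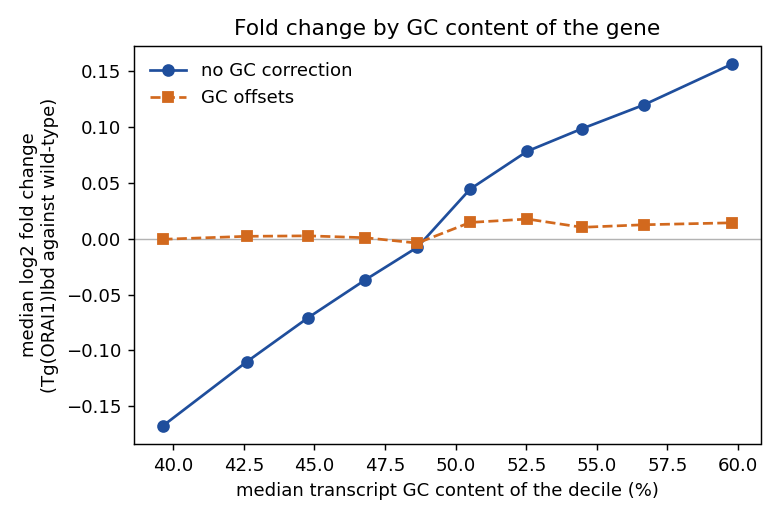
Median log2 fold change between Tg(ORAI1)Ibd and wild-type mice (y axis) of the genes in each decile of transcript GC content (x axis, %), for genes with a mean log2 CPM above 3. Circles show the fit without GC correction, which rises from -0.17 to 0.16, and squares the fit with GC offsets.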

Based on the collected RNAseq data, we performed functional (pathways, gene groups) analysis of the genes that were differentially expressed between the hippocampi of wild-type and of FVB/NJ-Tg(Orai1)Ibd females. 

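In the 10 down-regulated Gene Ontology groups that the paper plots, its Table S2 lists 29 genes. All 29 were lower in transgenic mice with an unadjusted p under 0.05, and 27 had an adjusted p under 0.05 over all genes tested. Adjusted over these 29 genes alone, all 29 passed, but the list is the paper's own selection from these libraries, so passing shows no stability. Their log2 fold changes ran from -3.69 to -0.17 with a median of -0.94, and the median was -0.94 with the replicate number as a block, where same-numbered mice had a mean correlation of 0.143. It stayed between -0.94 and -0.93 under the other scalings of the libraries, and leaving out wild-type mouse 2 moved it most among the fits of all 29 genes, to -0.85. The hormone transport group holds 10 of the genes, with a median log2 fold change of -0.93, and import across plasma membrane holds 7, with a median of -0.60. The following genes were chosen after their values were seen, to show the range, except Kcne2, which the paper lists in Table 1. Slc4a5, a bicarbonate transporter on chromosome 6 of GRCm38 from 83219828 to 83304945, had 26.6 ± 5.94 CPM in wild-type and 2.04 ± 0.432 CPM in transgenic mice, a log2 fold change of -3.69 (standard error 0.22, adjusted p = 4.1e-04 from edgeR's quasi-likelihood test). Ttr, transthyretin, on chromosome 18 of GRCm38 from 20665280 to 20674321, belongs to hormone transport and had 3146 ± 975 CPM in wild-type and 288 ± 103 CPM in transgenic mice, a log2 fold change of -3.45 (standard error 0.34, adjusted p = 0.00472 from edgeR's quasi-likelihood test). In the import group, the potassium channel subunit Kcne2 on chromosome 16 of GRCm38 from 92292389 to 92298129 had 14.7 ± 0.909 CPM in wild-type and 1.42 ± 0.380 CPM in transgenic mice, a log2 fold change of -3.36 (standard error 0.18, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test). The cotransporter Slc12a2, on chromosome 18 of GRCm38 from 57878678 to 57946821, had 137 ± 2.26 CPM in wild-type and 90.3 ± 7.29 CPM in transgenic mice, a log2 fold change of -0.60 (standard error 0.062, adjusted p = 0.00570 from edgeR's quasi-likelihood test). The smallest change was that of the sodium pump subunit Atp1b1, on chromosome 1 of GRCm38 from 164437109 to 164458355, with 1915 ± 25.2 CPM in wild-type and 1703 ± 70.7 CPM in transgenic mice and a log2 fold change of -0.17 (standard error 0.056, adjusted p = 0.104 from edgeR's quasi-likelihood test). In these 5 genes the transgenic values all lay below the wild-type values. The list of choroid plexus genes includes 10 of the 29, among them Ttr, Kcne2 and Slc4a5, and the median of the other 19 was -0.49. With the choroid plexus covariate, whose model leaves out the listed genes, the median of these 19 was -0.26. Absence from the list does not show that a gene is inactive in the choroid plexus. Neither median of the 19 is therefore a measure of change apart from that tissue. With GC offsets, 22 of the 29 had an adjusted p under 0.05 and the median was -0.99.

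**Figure D2:**
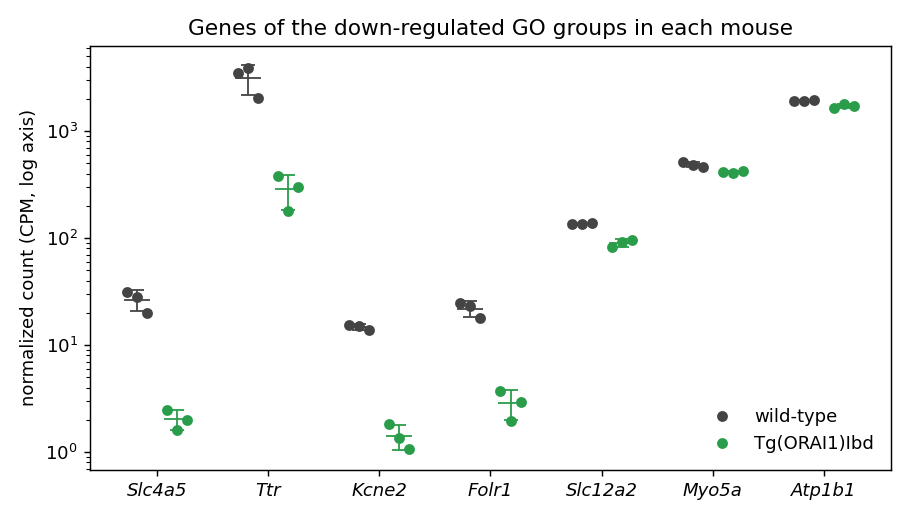
Normalized counts (CPM, log axis) of 7 genes of the down-regulated groups in each of the 3 wild-type (black) and 3 Tg(ORAI1)Ibd mice (green). Horizontal bars are means and error bars are SD. Ttr fell from a mean of 3146 to 288 CPM, while Atp1b1 had means of 1915 and 1703 CPM.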

As shown by the Gene Ontology Biological Process groups (GO BP) (Figure 2A, left), the most down-regulated genes were those belonging to hormone transport group and related with import across plasma membrane and ion transport. Most of the up-regulated genes belonged to the ribonucleprotein complex biogenesis, ribosome biogenesis, and cytoplasmic translation (Figure 2A, right). 

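The 10 up-regulated groups plotted in Figure 2A contain 33 genes, and all 33 encode ribosomal proteins. Each was higher in transgenic mice with an unadjusted p under 0.05, and 30 had an adjusted p under 0.05, or 8 with GC offsets. Their log2 fold changes lay between 0.18 and 0.32, with a median of 0.26. Ribosome biogenesis accounts for 23 of them, also with a median of 0.26. To look at the family independently of these lists, all genes with a ribosomal protein symbol were taken, of which 80 passed the filter on low counts. Of these, 78 were higher and 2 lower, 59 were higher with an adjusted p under 0.05, or 29 with GC offsets, and the median log2 fold change was 0.25. Ribosomal protein genes took 1.03% to 1.10% of all counts in the wild-type libraries and 1.26% to 1.28% in the transgenic libraries. The 41 members that Table S1 does not list had a median of 0.24. Under the other scalings of the libraries the family's median lay between 0.24 and 0.25. These genes move together between mice, with an estimated correlation of 0.386 between genes. An exact two-sided permutation test of the family's mean log2 CPM, which differed by 0.23 between genotypes, gave p = 0.1, the smallest p that 3 mice against 3 allow, and limma's camera test, which allows for the correlation between genes but is not exact, gave p = 0.0560. Adjusted over the 5 gene sets tested, limma's camera gave an adjusted p = 0.140 for the family. With the replicate number as a block the median was 0.25 and limma's camera gave an adjusted p = 0.332, where same-numbered mice had a mean correlation of 0.143. The family's median fell to 0.18 with gene length offsets, where limma's camera gave an adjusted p = 0.0990, and to 0.21 with GC offsets, where it gave an adjusted p = 0.118. The choroid plexus covariate moved the median most, to 0.0091. With each mouse left out in turn the median stayed between 0.23 and 0.28. Of the 591 genes that were higher with an adjusted p under 0.05, 59 were ribosomal protein genes. In its discussion the paper describes these groups as components of the translational machinery, and proposes that Ca2+ microdomains generated by store-operated Ca2+ entry in neurons may serve as a regulatory component of translation, on the condition that later PCR measurements of these genes are positive.

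**Figure D3:**
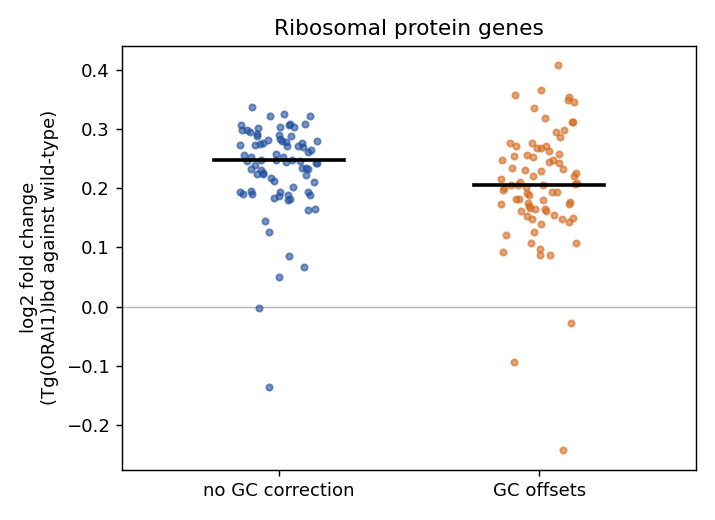
Log2 fold changes between Tg(ORAI1)Ibd and wild-type mice (y axis) of the 80 ribosomal protein genes, 1 point per gene, without GC correction (left) and with GC offsets (right). Black bars are the medians, 0.25 and 0.21.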

To extract the complex association between the identified GO BP groups we used the category netplot function (cnetplot). The cnetplot depicts the linkages of genes and biological concepts (GO terms) as a network, which allows to visualize the genes that are involved in the enriched pathways and genes that may belong to multiple annotation categories (Figure S1). Among the up-regulated genes, *Orai1* was present, which confirms the identity of transgenic mice (Figure 2C). 

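Orai1 (ENSMUSG00000049686) lies on chromosome 5 of GRCm38 from 123015074 to 123030456, on the plus strand, and has 3 transcripts in GENCODE M21. Its raw counts were 376, 302 and 306 in the 3 wild-type libraries and 14620, 12634 and 11834 in the 3 transgenic libraries. After normalization this was 7.47 ± 0.528 CPM in wild-type and 320.2 ± 9.54 CPM in transgenic mice, a log2 fold change of 5.42 (standard error 0.066, adjusted p = 3.8e-08 from edgeR's quasi-likelihood test). Each transgenic mouse exceeded each wild-type mouse, for which an exact two-sided permutation test gives p = 0.10, the smallest p that 3 mice against 3 allow. With each mouse left out in turn the log2 fold change stayed between 5.41 and 5.49, and with the replicate number as a block it was 5.42. The choroid plexus covariate moved it most, to 4.51. The transgene holds a human cDNA while the reads were aligned to the mouse genome, so the transgenic counts include the transgene only as far as its reads aligned to mouse Orai1. The parts of the cloning primers that match the coding sequence share runs of 14 of 16 bases and 12 of 19 bases with mouse Orai1 transcripts. Thy1 (ENSMUSG00000032011), the gene from which the expression cassette of the transgene was made, lies on chromosome 9 of GRCm38 from 44043384 to 44048579. It had 639.6 ± 31.0 CPM in wild-type and 4037 ± 415 CPM in transgenic mice, a log2 fold change of 2.66 (standard error 0.092, adjusted p = 5.0e-05 from edgeR's quasi-likelihood test).

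**Figure D4:**
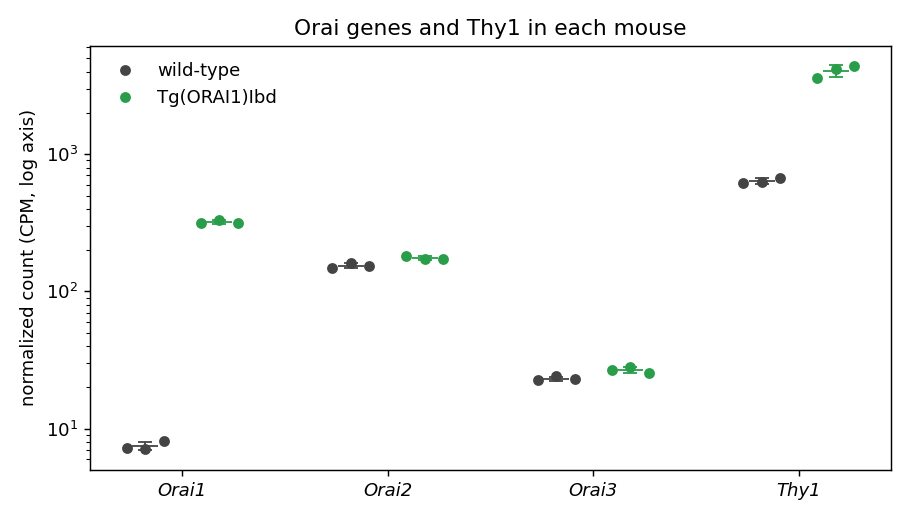
Normalized counts (CPM, log axis) of Orai1, Orai2, Orai3 and Thy1 in each of the 3 wild-type (black) and 3 Tg(ORAI1)Ibd mice (green). Horizontal bars are means and error bars are SD. The mean rose from 7.47 to 320.2 CPM for Orai1 and from 639.6 to 4037 CPM for Thy1.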

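Over all the Gene Ontology groups in the paper's supplementary tables, 103 genes were listed as up-regulated and 47 as down-regulated, and every one of them passed the filter on low counts. All 103 of the first list were higher and all 47 of the second were lower in transgenic mice, each with an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 76 of the 103 and by 40 of the 47. With GC offsets, 84 and 45 kept the direction with an unadjusted p under 0.05, and 25 and 30 had an adjusted p under 0.05. The up-regulated list had a median log2 fold change of 0.25 and reached 2.66 with Thy1, and 39 of its genes encode ribosomal proteins. The down-regulated list had a median of -0.61, and 12 of its genes are in the list of choroid plexus genes.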

The lists of genes that were identified among the particular GO BP groups and that are present in dot plots in Figure 2A are listed in data Supplementary data (Tables S1 and S2). The expression of selected genes, some of which are indicated in the volcano plot (Figure 2B), was further validated by the real-time PCR and ddPCR methods. 

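Among the genes marked in the volcano plot apart from Orai1, Hes5 (ENSMUSG00000048001, chromosome 4 of GRCm38 from 154960923 to 154962371) had 6.31 ± 0.928 CPM in wild-type and 11.4 ± 2.00 CPM in transgenic mice, a log2 fold change of 0.86 (standard error 0.16, adjusted p = 0.0299 from edgeR's quasi-likelihood test). For Dclk1 (ENSMUSG00000027797, chromosome 3 of GRCm38 from 55242364 to 55539068) the values were 628 ± 21.6 CPM in wild-type and 550.2 ± 13.6 CPM in transgenic mice, a log2 fold change of -0.19 (standard error 0.049, adjusted p = 0.0581 from edgeR's quasi-likelihood test). In both genes the transgenic mice lay all on one side of the wild-type mice. With the replicate number as a block the log2 fold changes were 0.85 for Hes5 and -0.19 for Dclk1, and edgeR's adjusted p was 0.0124 and 0.0863. GC offsets took Hes5 to a log2 fold change of 0.70, where edgeR's adjusted p was 0.0617, and with GC offsets and the block together it was 0.0188. Dclk1 moved most with gene length offsets, among the alternatives not chosen after seeing the data, to a log2 fold change of -0.061, where edgeR's adjusted p was 0.482, and GC offsets took it to -0.15, where it was 0.131. The choroid plexus covariate moved Hes5 most, to 2.51, where edgeR's adjusted p was 0.344. With each mouse left out in turn the log2 fold change ran from 0.75 to 1.01 for Hes5 and from -0.21 to -0.15 for Dclk1. Over these fits edgeR's adjusted p ran from 0.0406 to 0.126 for Hes5, so that it was not under 0.05 in every fit.

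**Figure D5:**
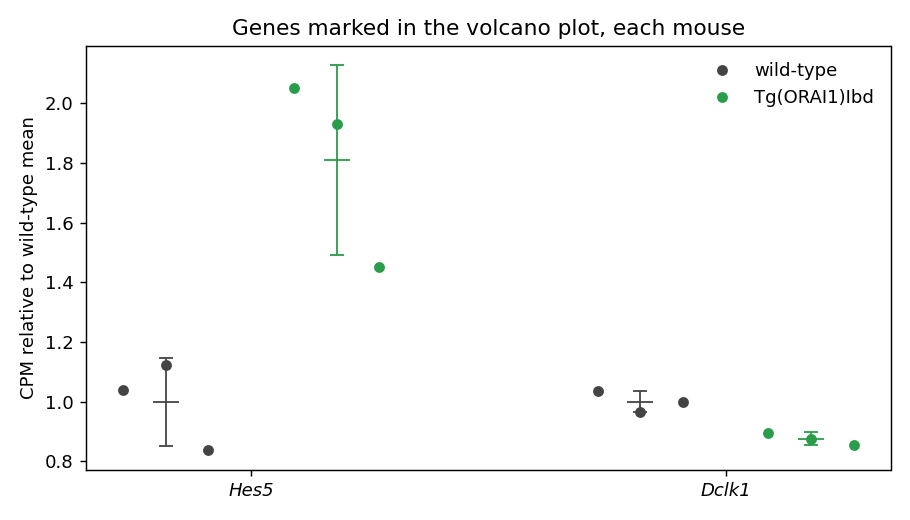
CPM of Hes5 and Dclk1, genes marked in the volcano plot, in each mouse, relative to the wild-type mean of the gene (y axis), for 3 wild-type (black) and 3 Tg(ORAI1)Ibd mice (green). Horizontal bars are means and error bars are SD. The groups do not overlap for either gene.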

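The 35 target genes selected for real-time PCR, which the paper lists in its Tables 1 and 2, all passed the filter on low counts in the RNAseq libraries, and 11 had an adjusted p under 0.05 from edgeR's test. Adjusted over these 35 genes alone, 12 passed, but the genes were selected by the paper from these libraries. In Table 1, 9 of 20 genes were lower at this threshold and none was higher. Besides Kcne2, they included, with their log2 fold changes, Folr1 (-2.92), Clic6 (-2.45), Kl (-2.28), Trpm3 (-1.31), Cul4b (-0.66), Gabrb2 (-0.55) and Akap9 (-0.33). Kcne2, Folr1, Clic6 and Kl are in the list of choroid plexus genes. Scn9a had a log2 fold change of -0.45 (standard error 0.17, adjusted p = 0.143 from edgeR's quasi-likelihood test). In Table 2, Hes5 and Dok3 were higher at this threshold, and Dok3 had a log2 fold change of 0.94 (standard error 0.15, adjusted p = 0.0206 from edgeR's quasi-likelihood test). Strap had 121 ± 3.73 CPM in wild-type and 117 ± 4.47 CPM in transgenic mice, a log2 fold change of -0.052 (standard error 0.047, adjusted p = 0.522 from edgeR's quasi-likelihood test). With GC offsets, 8 of the 35 genes had an adjusted p under 0.05, and the log2 fold change of Strap changed sign, to 0.027. With the replicate number as a block, 12 of them passed. The reference genes Uba2, Gapdh and Actb had log2 fold changes of 0.015, 0.19 and 0.0077, where edgeR's adjusted p was 0.829, 0.0662 and 0.943.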

### 2.3. Validation of RNAseq Data Using Customized Real-Time PCR Assays and ddPCR Technique Indicates Differential Expression of Dclk1, Cdkl5, and Arx Genes in the Hippocampi of Tg(ORAI1)Ibd Females 

We next performed real-time PCR analysis to verify the RNAseq data using customized arrays designed for the 23 genes that are listed in Table 1.

As the reference genes, *Uba-2* (catalog no. qMmuCID0018845, Bio-Rad), *Gapdh* (catalog no. qMmuCED0027497, Bio-Rad), and *Actin* (catalog no. qMmuCED0027505, Bio-Rad) were selected, which meet the criteria of the reference gene selection tool (CFX software, Bio-Rad). RNA was isolated from hippocampi of wild-type (*n* = 3, age 5 months) and of FVB/NJ-Tg(ORAI1)Ibd females (*n* = 3, age 6 months). The majority of genes showed a similar level of expression (Figure 3A and Table 1) that was calculated as 2^−∆∆Ct^. The genes which were markedly down-regulated in the transgenic individuals included *Arx* (*aristaless related homeobox*) (2^−∆∆Ct^ = 0.78, *p* = 0.047), *Dclk1* (*Serine/threonine-protein kinase*) (2^−∆∆Ct^ = 0.82, *p* = 0.016), and *Cdkl5 (Cyclin-dependent kinase-like 5)* (2^−∆∆Ct^ = 0.85, *p* = 0.02 when only *Actin* was used in the calculations as the reference gene). Human mutations in these genes are associated with epilepsy. Also *Gabrb2* (*Gamma-aminobutyric acid receptor subunit beta-2*) and *Scn9a* (*Sodium channel protein type 9 subunit alpha*) genes, which are implicated in epilepsy, showed altered expression in the transgenic animals (2^−∆∆Ct^ = 0.87, *p* = 0.23; 2^−∆∆Ct^ = 1.26, *p* = 0.136, respectively). Because the observed changes in 2^−∆∆Ct^ values were relatively modest, to validate the changes in expression of the selected genes we used a novel technique, digital droplet PCR (ddPCR, Bio-Rad). This powerful method is based on partitioning of one PCR reaction mixture into up to 20,000 independent reactions, which resulted in high precision, sensitivity, and accuracy of the data [35]. To fulfill the requirements of validation, the RNA from hippocampi was isolated from the next group of animals (3 wild-type vs. 6 transgenic, age-matched). Using customized assays that were dedicated to ddPCR analysis and *Uba-2* gene as a reference, we observed a reduction in the copy number of *Arx* (43 vs. 69, *p* = 0.0045) in transgenic females. The differences in the copy number of *Cdkl5* and *Dclk1* were insignificant (1470 vs. 1739, *p* = 0.18 and 1501 vs. 1612, *p* = 0.53, respectively). 

### 2.4. Expression of Hes-5, a Transcriptional Repressor That Is Involved in Neurogenesis, Is Up-Regulated in Tg(ORAI1) Ibd Females 

In the next set of the real-time PCR analysis based on RNAseq data, we designed an additional 15 pairs of primers (Table 2).

Using the matrixes that were derived from previous experiments (6 wild-type vs. 6 transgenic mice) and *Uba-2* as a reference gene*,* we identified an up-regulation of *Hes-5* (Transcription factor *HES-5*) expression (2^−∆∆Ct^ = 2,93, *p* = 0.0039) (Figure 4). Among the genes that were analyzed and described in Table 2, we detected a trend towards the up-regulation of *Strap* (Serine-threonine kinase receptor-associated protein). The protein is a part of the survival of motor neurons (SMN) complex that acts as a catalyst in the assembly of small nuclear ribonucleoproteins (snRNPs), the building blocks of the spliceosome (2^−∆∆Ct^ = 1.56, *p* = 0.18).

## 3. Discussion

The role of SOCE in neurons and its components, such as STIM proteins and Ca^2+^ channels, is far from being understood. It becomes clear that not only ORAI and transient receptor potential cation channels (TRPCs) [36], but also voltage-gated dependent channels (VGCC) [37] and α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors [38,39] are sensitive to STIMs. Our group also demonstrated the involvement of STIM1 in mGlur-LTD phenomenon in CA3-CA1 projection of hippocampus in the novel FVB/NJ-Tg(STIM1)Ibd transgenic line [40]. On the other hand, it is now well established that local Ca^2+^ microdomains that appear upon opening of store operated calcium channels activate downstream effectors like calcineurin or adenylyl cyclase in non-excitable cells. The wide scope of processes mediated by Ca^2+^ nanodomains that are generated by SOCE is well described in a recent review by Barak and Parekh [9]. 

In hippocampal neurons nSOCE is believed to be mediated mainly by STIM2 together with Orai2 and Trpc6. It was suggested that Ca^2+^ that is delivered by nSOCE is responsible for Ca^2+^/calmodulin-dependent protein kinase II (CaMKII) pathway activation, which contributes to spine maintenance of mushroom spines [41]. Ca^2+^ disruption leads to synaptic loss and cognitive decline in aging and Alzheimer’s disease [41,42,43]. The role of nSOCE seems to be even more complex as indicated by the recent results by Chen–Engerer et al. [26]. They demonstrated that in CA1 pyramidal cells nSOCE that is mediated by ORAI2 is essential for refilling of IP3 sensitive Ca^2+^ stores, whereas ryanodine-sensitive stores are VGCC dependent. The authors postulate that their observations may help to explain the distinct roles of inositol triphosphate receptor (IP3Rs) and RyRs for various forms of synaptic plasticity. 

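In the wild-type hippocampi of the RNAseq experiment, FPKM, the counted fragments scaled for gene length and library total, were 25.4 ± 1.19 for Orai2, 10.8 ± 0.396 for Orai3 and 3.26 ± 0.239 for Orai1 (mean ± SD, n = 3 mice). The log2 ratio of Orai2 to Orai1 was 2.96, 3.09 and 2.84 in the 3 mice, 2.96 ± 0.13 (SD), and that of Orai2 to Orai3 was 1.23 ± 0.016 (SD, n = 3). Without dividing by gene length the log2 ratio of Orai2 to Orai1 was 4.37. In transgenic mice, whose Orai1 counts can hold reads of the transgene, the log2 ratio of Orai2 to Orai1 was -2.27 ± 0.086 (SD, n = 3), and FPKM were 139 ± 4.69 for Orai1, 28.8 ± 0.845 for Orai2 and 12.5 ± 0.614 for Orai3. Orai2 (ENSMUSG00000039747), on chromosome 5 of GRCm38 from 136147459 to 136170713, had a log2 fold change between genotypes of 0.19 (standard error 0.050, adjusted p = 0.0653 from edgeR's quasi-likelihood test). Orai3 (ENSMUSG00000043964), on chromosome 7 of GRCm38 from 127769815 to 127775150, had one of 0.21 (standard error 0.060, adjusted p = 0.0702 from the same edgeR test). GC offsets lowered these to 0.096 and 0.13.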

As a consequence of *ORAI1* transgene overexpression in mice used in our studies, we modified the level of ORAI1 in neurons, especially in the hippocampus, in which the predominant isoform is ORAI2. The observed trend of a higher amplitude of nSOCE in neurons of Tg(ORAI1)Ibd transgenic mice is in line with the observation by Vaeth et al. (2017), who showed that ORAI2 was a less conductive subunit of CRAC channel in immune cells [20]. This observation was supported by Fura- 2 quenching experiments using Mn^2+^, in which we observed faster decay of the signal in *ORAI1* overexpressing neurons (Figure S2). Because Mn^2+^ quenches the fluorescence of Fura-2 and store-operated channels are permeable to them, such approach can be used to assess the activity of SOCs. Moreover, a trend for different kinetics of the [Ca^2+^] decay after glutamate treatment and the subsequent significant differences in the Ca^2+^ level in chelating conditions that were described in this work are in agreement with the observations done by Chen–Engerer et al. (2019). They showed the importance of ORAI2-mediated nSOCE in refilling of IP3 sensitive Ca^2+^ stores [26]. Due to the fact that glutamate stimulation also evokes IP3 signaling cascade that in turn leads to Ca^2+^ release from the ER, subsequent ORAI-dependent refilling of ER Ca^2+^ stores might be altered in neurons of our transgenic line [44]. These observations suggest that our transgenic line might be a useful tool for an in-depth analysis of specific molecular targets that are activated by nSOCE in the brain. 

RNAseq analysis of the material from Tg(ORAI1)Ibd transgenic line identified up-regulation of the genes that belong to the GO biological processes that are involved in the ribonucleoprotein complex biogenesis, ribosome biogenesis, and assembly, which are all components of translational machinery. It was demonstrated in acinar polarized cells that overexpression of STIM1 increased the density of ribosome-free terminals in rough ER (RER), and facilitated the formation of ER-plasma membrane (ER-PM) junctions and SOCE propagation. If our future validation of these RNAseq data by real-time and ddPCR is positive, it may suggest that Ca^2+^ microdomains that are generated by nSOCE serve as a regulatory component of the translation process [45,46]. 

As previously reported by our group, overexpression of ORAI1 in neurons induced seizure-like symptoms in aged female mice [32]. Application of kainic acid and bicuculline to hippocampal slices from Tg(ORAI1)Ibd females revealed a significantly lower frequency of interictal bursts compared with samples that were isolated from wild-type female or transgenic male mice. The down-regulation of *Arx*, *Cdkl5,* and *Dclk1* genes that we observed in the present work is in line with the report that loss of function mutations of human aristaless related homeobox (*ARX*)*, CDKL5,* and *DCLK1* are found in epileptic patients [47] (Table 3). It might be speculated that the Ca^2+^ nanodomains that appear locally by the activity of CRAC channels affect the expression of these genes via downstream pathways.

In conclusion, our data indicate that overexpression of ORAI1 changed the subunit composition of CRAC channels, which caused differences in the observed Ca^2+^ responses and induced specific changes in gene expression. By real-time PCR, we detected a down-regulation of *Arx*, *Cdkl5,* and *Dclk1* genes, human homologues of which are involved in etiology of epilepsy. This down-regulation might explain seizure-like phenomena that were observed in 15-month-old females of the FVB/NJ-Tg(ORAI1)Ibd line. 

## 4. Materials and Methods

### 4.1. Animal Care

The mice were housed under standard conditions on a 12 h/12 h light/dark cycle with food and water available ad libitum. All of the animal experiments were approved by the Local Commission for the Ethics of Animal Experimentation No. 1 in Warsaw (approval no. 756/2015, 25 May 2015 and approval no. 416/2017, 21 November 2017) and performed in accordance with the European Communities Council Directive (63/2010/EEC, 22 September 2010). All analyses described in the text were performed on 7 ±1-months-old female mice. 

### 4.2. Generation of FVB/NJ–Tg(ORAI1)Ibd Transgenic Mice and Characterization of Transgene Expression

The details on the generation of the transgenic lines were described elsewhere [32]. In brief, a 1-kb coding sequence of human ORAI1 (cDNA clone MGC:21530 IMAGE:3914595; Dharmacon, USA) was amplified by PCR with XhoI-containing primers (forward 5′-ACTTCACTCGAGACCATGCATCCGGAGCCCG-3′, reverse 5′- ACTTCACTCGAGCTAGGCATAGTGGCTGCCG-3′). The PCR product was digested with *XhoI* and subcloned into the *Xho*I site of the modified mouse Thy-1.2 expression cassette [66,67]. The Thy1.2-ORAI1 construct was subsequently digested with *PvuI* and *NotI* and used for typical pronuclear microinjection [68]. Offspring of the F2 generation and onward were genotyped by PCR using the following primers: Thy_Forw_genotype 5′-TCTGAGTGGCAAAGGACCTTAGG-3′ and ORAI1_Rev_genotype 5′-TGGTCCTGTAAGCGGGCAAAC-3′.

### 4.3. Brain Slice Preparation

The reagents were purchased from Sigma unless indicated otherwise. Hippocampal sections were prepared according to the protective recovery method [69]. Mice of the age P25 ± 5 were sacrificed by cervical dislocation. Next, brains were isolated and placed in a dish filled with N-methyl-D-glucamine (NMDG)-based artificial cerebrospinal fluid (NMDG-aCSF) solution that was cooled to ~2°C and contained, in mM: NMDG, 92, KCl, 2.5, 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES), 20, thiourea, 2, glucose, 25, NaH_2_PO_4_, 1.25, NaHCO_3_, 30, MgSO_4_, 10, CaCl_2_, 0.5, Na-ascorbate, 5, Na-pyruvate, 3 N-acetyl-L-cystein (NAC, myprotein.com, Manchester, United Kingdom), 3. Sections that were 350 μm thick were obtained with the use of a vibratome (HM 650V, Thermo Scientific, Waltham, MA, USA). During the slicing procedure, the tissue was submerged in ice-cold NMDG-aCSF solution that was bubbled with carbogen (95%/5% O_2_/CO_2_). Next, the sections were incubated in carbogenated NMDG aCSF for 10 min (temperature: ~33 °C). A 2M NaCl solution was gradually added to the solution according to [69]. The slices were then transferred to HEPES-based aCSF that contained, in mM: NaCl, 82, KCl, 2.5, HEPES, 20, thiourea, 2, glucose, 25, NaH_2_PO_4_, 1.25, NaHCO_3_, 30, MgSO_4_, 2, Na-ascorbate, 5, Na-pyruvate, 3, and 12 mM NAC (temperature: ~25 °C). The recordings were started after 1 h of incubation in HEPES-aCSF. The pH of all of the solutions was between 7.3 and 7.4. 

### 4.4. Dye-Loading Procedure

A 1 mM stock of Fura-2 AM (Thermo-Fisher) that was dissolved in DMSO was diluted in artificial cerebrospinal fluid (aCSF) (it contained, in mM: NaCl, 126, KCl, 2.2, glucose, 20, NaH_2_PO_4_, 1.25, NaHCO_3_, 25, MgSO_4_, 1, and CaCl_2_, 2.5; the pH was adjusted to 7.3–7.4) to a final concentration of 50 µM. The solution was supplemented with Pluronic F-127 (Sigma-Aldrich, St. Louis, MO, USA) at a final concentration of 2.5%. The dye solution was applied locally above the hippocampal slice with the use of Perfusion Pencil (Automate Scientific, Berkeley, CA, USA), for 20 min. During the loading procedure, the slices were perfused with aCSF solution at a rate of 4–5 mL/min, at 33 °C, to facilitate incorporation of the dye molecules by the cells. After the loading, the slices were allowed to rest for 20 min, under a constant perfusion of aCSF at a temperature of 25 °C. The consistency of the loading procedure was checked by acquiring fluorescent Fura-2 signal at its isosbestic point (λ = 360 nm). The intensity of the signal excited at this wavelength should not depend on Ca^2+^ concentration and thus only reflect the quantity of the incorporated and de-esterified dye alone. The signal was comparable across preparations. Moreover, we did not detect any correlation between the loading efficiency and the magnitude of the recorded Ca^2+^ responses.

### 4.5. Ca^2+^ Imaging of Neurons in Brain Slices

The measurements were performed using MetaFluor software, a Zeiss Examiner Z.1 microscope (40×/1.0 objective), and the Retiga ELECTRO™ CCD Camera (Teledyne Qimaging, Surrey, BC, Canada). A peristaltic pump was used to perfuse the hippocampal slices with aCSF that contained 126 mM NaCl, 2.6 mM KCl, 20 mM glucose, 1.25 NaH_2_PO_4_, 25 mM NaHCO_3,_ and 1 mM MgSO_4_. Additionally, aCSF that contained chemicals used for evoking Ca^2+^ responses was applied locally through a 100 µm wide tip that was positioned 100 µm above the pyramidal neurons of the CA1 hippocampal area. The pencil was connected to an automated perfusion system ValveLink 8.2 (Automate Scientific, Berkeley, CA, USA). For the first 10 min of the recordings (baseline recording, glutamate application, and signal relaxation), 2.5 mM CaCl_2_ was included in the solution that was perfused with the use of the pump. Next, the solution was manually changed to Ca^2+^-free aCSF that contained 0.5 mM (ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid) EGTA. The pH of aCSF was adjusted to 7.4 at room temperature with carbogen and HCl. The extracellular solution was carbogenated throughout the recordings and heated with an in-line heater (catalog no. 64-0102, controlled by a TC-324B temperature control unit, Warner Instruments) to maintain the temperature in the recording chamber close to 25 °C. The rate of solution flow was 4–5 mL/min.

To assess Ca^2+^ homeostasis in the CA1 pyramidal neurons of the hippocampus, a Ca^2+^ addback assay that was modified to allow for the quantification of the Ca^2+^ efflux from the ER [33] was used. Changes in the fluorescent signal in the neuronal cell bodies were monitored and quantified. For baseline recording, aCSF that contained 2.5 mM Ca^2+^ was perfused for 5 min, which was followed by the local application of 100 µM Na-glutamate for 10s. Next, the signal relaxation was monitored for another 5 min in 2.5 mM Ca^2+^ aCSF. To deplete the extracellular milieu from the Ca^2+^ ions, the solution was changed to aCSF that contained 0.5 mM EGTA for 15 min, which was followed by the local application of 20 μM cyclopiazonic acid (CPA) for 5 min. Next, Ca^2+^ was re-added to the solution at a concentration of 5 mM Ca^2+^ for 5 min, in the presence of 20 μM CPA. To limit activity-driven Ca^2+^ entry, 1 μM Tetrodotoxin (TTX) and 10 μM nifedipine were included in all solutions that were used from the 10th min of the experiment onwards. 

For Fura-2 quenching experiments, hippocampal slices were loaded with the dye as described above. For baseline recording, Ringer’s solution (composed of, in mM: NaCl, 137, KCl, 5, glucose, 24, HEPES, 10, CaCl_2_, 2, MgCl_2_, 1, pH = 7.3–7.4) was perfused for 5 min, which was followed by application of Ca^2+^-free Ca^2+^ depleting solution (Ringer’s solution supplemented with 0.5 mM EGTA and 20 μM CPA) for 15 min. Next, Ca^2+^-free Ringer’s solution supplemented with 2 mM Mn^2+^ (as MnCl_2_) was locally applied above the cells of interest, in the absence of EGTA and presence of 20 μM CPA. To limit activity-driven Ca^2+^ entry, 1 μM TTX and 10 μM nifedipine were included in all solutions. To quantify the rate of Mn^2+^ influx, linear part of the curves following Mn^2+^ addition (which corresponded to the first 25 s of treatment) were approximated with a linear function and the decay slope was calculated (all calculations performed in Microsoft Excel).

### 4.6. Data Analysis 

The acquired signals were quantified and exported with the use of MetaFluor software and further analyzed with Microsoft Excel and GraphPad Prism 5 (USA). Student’s *t*-test was used to check the statistical significance of the observed differences between the groups.

### 4.7. Global Gene Expression Profiling

Total RNA was extracted from three individual hippocampi per variant using RNeasy Lipid Mini Kit (Qiagen: 74804, Hilden, Germany) and treated on-column with DNase using the RNase-Free DNase Set (Qiagen: 79254). Preparation of cDNA libraries and sequencing by Illumina HighSeq 1500 (run type: Paired-end sequencing, read length: 1 × 76 bp) were carried out in cooperation with Core Facility of IIMCB and the Nencki Institute. Sequencing reads (fastq) were filtered by Trimmomatic program, discarding all reads contaminated by sequencing adapter sequence as well as discarding reads whose mean quality in a bin of 20 base pair (bp) was below Q30. Minimal length of read used for mapping was set as 65 bp. Quality filtered reads were aligned to mouse genome (mm10) by STAR program. Statistical analyses, including comparisons to other samples, were done in R environment using NOIseq library [70]. Functional analysis was performed for the genes that were differentially expressed in transgenic versus wild-type samples (raw *p*-value below 0.05), separately for genes up- and down-regulated in transgenic animals. The functional analysis of data was performed using clusterProfiler [71] to find statistically significant Gene Ontology terms. The whole metadata of RNAseq analysis deposit in NCBI’s Gene Expression Omnibus [72] and are accessible through GEO Series accession number GSE138370 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138370).

### 4.8. Real-Time Polymerase Chain Reaction Arrays and Quantitative Real-Time PCR (qPCR)

Hippocampi were dissected from three adult female mice (≥ postnatal day 180 (PD180)) per variant for real-time polymerase chain reaction arrays. The material was homogenized in Qiazol (Qiagen, catalog no. 79306, Germany) and subjected to total RNA isolation according to manufacturer’s protocol of RNeasy Lipid Tissue Mini Kit (Qiagen: 74804, Germany). The quality of RNA was checked by absorbance measurements at 260, 280, and 230 nm. For the analysis, only samples whose A260/280 nm and A230/280 nm values exceeded 1.8 were used. There were 1000 ng of RNA templates used to synthesize first-strand cDNA, with the use of iScript reverse transcription supermix (Bio-Rad: 170–8841, USA). The 96-well custom plates that contained primers for target and reference genes (Bio-Rad, USA) and SsoAdvanced Universal SYBR Green Supermix (Bio-Rad:1725274; USA) were used to perform teal-time polymerase chain reaction (RT-PCR, carried out in duplicate). The cDNA (50 ng) was used for each reaction. Small Ubiquitin-like Modifier (SUMO)-activating enzyme subunit 2 (*Uba-2)*, glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), and *Actin (Actb)* were used as reference genes. The reactions were performed using the CFX Connect™ Real-Time PCR Detection System (Bio-Rad). Bio-Rad CFX Maestro 1.1 software was used to analyze the data (Bio-Rad, USA). The reference genes’ stability was acceptable (as evaluated by the reference gene selection tool). For calculation of the expression levels, equal efficiencies were assumed for all reactions and the 2^−∆∆Ct^ method was used. For each gene, the average normalized expression was calculated from the following formula:

$$\mathrm{Normalized}\;\mathrm{expressionGOI}\;=RQ\mathrm{GOI}/{\left(RQUba2\times RQGapdh\times RQActb\right)}^{\frac{1}{3}}$$

where: GOI, gene of interest; RQ, relative quantity, calculated as RQ = 2^(−CtGOI)^.

The statistical significance of the observed differences in the expression levels between the tested groups was determined with the use of analysis of variance (ANOVA), followed by Tukey’s Honestly Significant Difference (HSD) post-hoc test.

The real-time PCR reactions were performed in duplicate for each sample using SsoAdvance Universal SYBR Green Supermix (Bio-Rad) with the following sets of specific gene primers (the primer sequences are listed in Table 2, Sigma). Based on the real-time PCR arrays, *SUMO-activating enzyme subunit 2* (*Uba-2)* was chosen as reference gene. The specificity of the reactions was determined based on dissociation curve analysis. Relative gene expression was calculated using the 2^−ΔΔCt^ method and Bio-Rad CFX Maestro 1.1 software (Bio-Rad, USA). Six adult female mice (≥ postnatal day 180 (PD180), per variant were taken to perform this experiment.

### 4.9. DdPCR Validation of Selected Genes

Primers for *Arx*, *Cdkl5*, *Dclk1*, and *Uba2* were sourced from the EvaGreen ddPCR™ assays (Bio-Rad: dMmuEG5062557; dMmuEG5078166; dMmuEG5084027; dMmuEG5081512, respectively) and diluted according to the kit instructions. For ddPCR technology (QX200 Droplet Digital PCR ddPCR™) System—Bio-Rad, USA) 21 μL reaction mixtures containing 25 ng of cDNA (six transgenics mice vs. 3 wild-type mice variant), primers, and QX200™ddPCR™ EvaGreen Supermix (Bio-Rad: 186–4034) were used. Droplet generation and transfer of emulsified samples to PCR plates (Bio-Rad: 12001925) were performed according to the manufacturer’s instructions (Instruction Manual, QX200™ Droplet Generator—Bio-Rad). The ddPCR plate was sealed with a foil heat seal (Bio-Rad, 181–4040) and the PX1™ PCR Plate Sealer (Bio-Rad; 181–4000). The following cycling protocol was established according to the manufacturer’s protocol: 95 °C enzyme activation step for 5 min followed by 40 cycles of a two-step cycling protocol (95 °C for 30 s and 58 °C for 1 min). The ramp rate between these steps was slowed to 2 °C/second. The post-cycling protocol was in accordance with the kit instructions (Bio-Rad, 186–4034). The absolute quantity of DNA per sample (copies/μL) was processed using QuantaSoft version 1.7.4.0917 (Bio-Rad, USA). The data were next exported to Microsoft Excel for further analysis. 

## Figures and Tables

**Figure 1:**
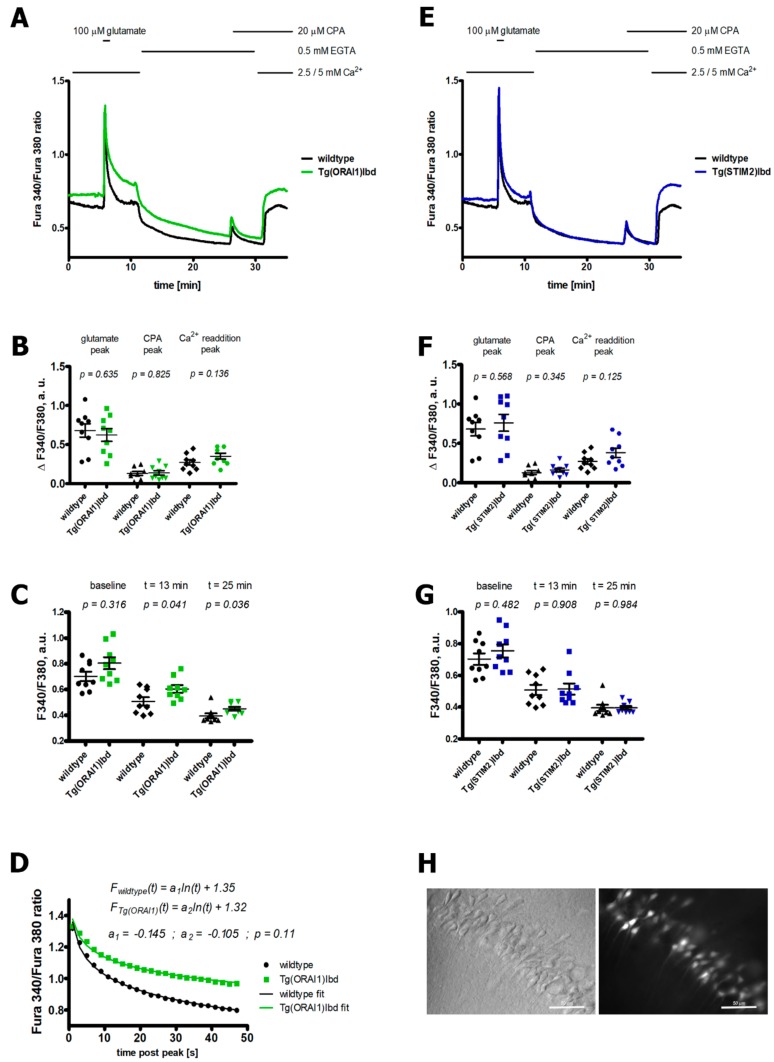
Changes in Ca^2+^ responses in the hippocampal neurons overexpressing *ORAI1* calcium channel (**A**–**D**) or stromal interaction molecule 2 (*STIM2*) (**E**–**G**) compared with wild-type neurons. Ca^2+^ measurements were performed using Fura-2 acetomethyl ester (Fura-2 AM) indicator that was loaded into the CA1 pyramidal neurons of the hippocampal acute brain slices (**H**). Typically, ~20 pyramidal neurons per one slice (n) were analyzed; the slices were isolated from at least 5 animals per genetic variant. The total number of slices analyzed per each genetic variant was 9. (**A**,**E**) Averaged time-course of background-subtracted fluorescence signal (expressed as F340/F380) from slices overexpressing *ORAI1* and *STIM2*, respectively. (**B**,**F**) Quantification of signal amplitudes observed following glutamate, cyclopiazonic acid (CPA), and Ca^2+^ (re)addition in *ORAI1* and *STIM2* overexpressing neurons, respectively, arbitrary units (a.u.). (**C**,**G**) Quantification of F340/F380 values at baseline (average of 0–5th min of the measurement) and following application of ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid (EGTA) (at 13th and 25th min of the measurement) in *ORAI1* and *STIM2* overexpressing neurons, respectively, a.u. (**D**) Time-course of signal decay following glutamate application in *ORAI1* and wild-type neurons that was fit by a logarithmic function. Student’s *t*-test was used to check statistical significance of the observed differences; p-values are displayed above the respective charts.

**Figure 2:**
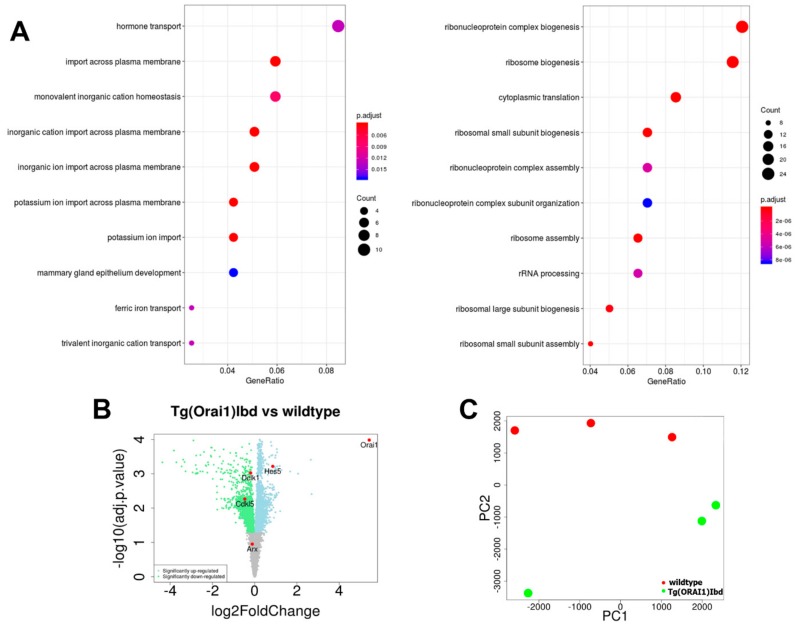
RNA sequencing (RNAseq) analysis using Noiseq tools based on data gathered from hippocampi of wild-type and FVB/NJ-Tg(ORAI1)Ibd females. (**A**) Dot plot of Gene Ontology Biological Process groups (GO BP), which are down-regulated and up-regulated in transgenic line (on the left and right, respectively). (**B**) Volcano plot represents differential gene expression between the tested variants. (**C**) Principal component analysis (PCA) of principal component 1 (PC1) and 2 (PC2). Transgenic and wild-type mice are color-coded in green and red, respectively. PCA analysis was carried out from FPKM (Fragments Per Kilobase Million) normalized RNAseq data using prcomp function in R software.

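FPKM were computed from the deposited counts, the gene lengths in the deposited table and the total count of each library, and the principal components of the 54838 genes were taken with prcomp, centred and not scaled. PC1 held 49.9% and PC2 46.8% of the variance. On PC2 the wild-type mice scored between 1493 and 1929 and the transgenic mice between -3372 and -628, and genotype accounted for 79.996% of the variance of this score. On PC1 the groups overlapped, with wild-type scores from -2590 to 1259 and transgenic scores from -2260 to 2332. A few genes with very high values carried the components. In PC1 the squared loadings were largest for Gm10925 (33.3%), Gm29216 (22.0%), Gm28437 (15.2%) and Gm28661 (12.1%), which are annotated as unprocessed pseudogenes on chromosome 1. In PC2 they were largest for Gm10925 (38.9%), Ttr (32.5%), Gm29216 (7.11%), Gm23935 (7.03%) and Thy1 (6.13%). Apart from Ttr and Thy1 these genes were chosen after their loadings were seen. On log2(CPM + 1) of the same genes, PC1 held 45.8% and PC2 31.1% of the variance, and the genotypes were separated on PC1, where genotype accounted for 90.7% of the variance of the score. Without the 10 genes with the largest FPKM variance, PC1 held 68.2% and also separated the genotypes. With the 10 genes left out, PC2 held 23.6%.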

**Figure 3:**
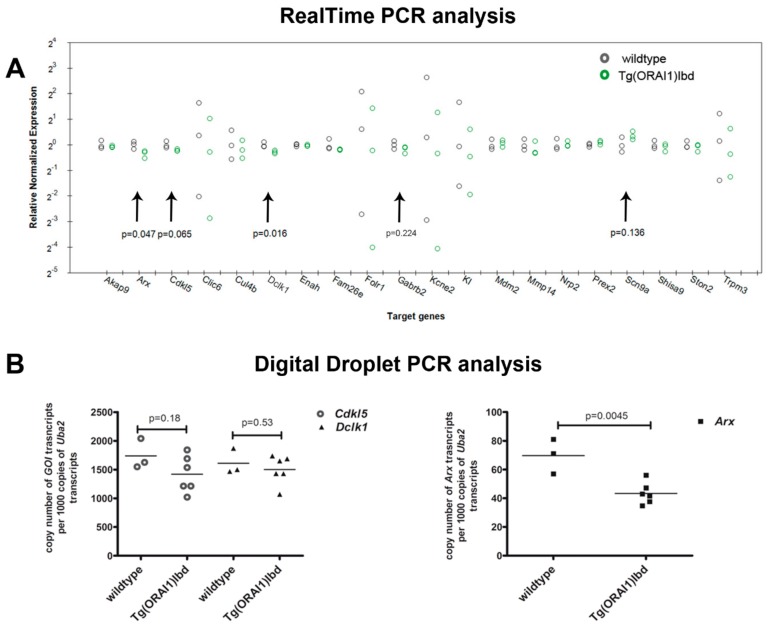
Expression profile of selected genes in hippocampi of the tested mouse variants. (**A**) Rea-time PCR analysis of the selected genes that was based on RNAseq data. The results are presented as scatter plot, each circle corresponds to one animal. Black circle corresponds to each tested wild-type probe, whereas green corresponds to transgenic ones. The obtained results suggest a down-regulation of expression of *Arx*, *Cdkl5,* and *Dclk1*. The data are presented as a fold change (2^−∆∆Ct^) normalized to the three reference genes (*Uba-2*, *Gapdh*, *Actin*). The statistics was estimated by CFX software (Bio-Rad) using the post hoc method (Tukey’s test). (**B**) The ddPCR analysis of *Arx*, *Cdkl5*, *Dclk1* using customized assays (Bio-Rad). The number of transcript copies of the selected genes are presented in relation to 1000 copies of the reference gene *Uba-2*. The results are presented as dot plot, where each sign corresponds to an individual animal (3 wild-type, 6 transgenic). The statistics were calculated by GraphPad Prism software using unpaired *t*-test. The number of *Arx* transcripts was about 30 times lower than that of *Cdkl5* and *Dclk1*, therefore, it is presented on a separate chart.

**Figure 4:**
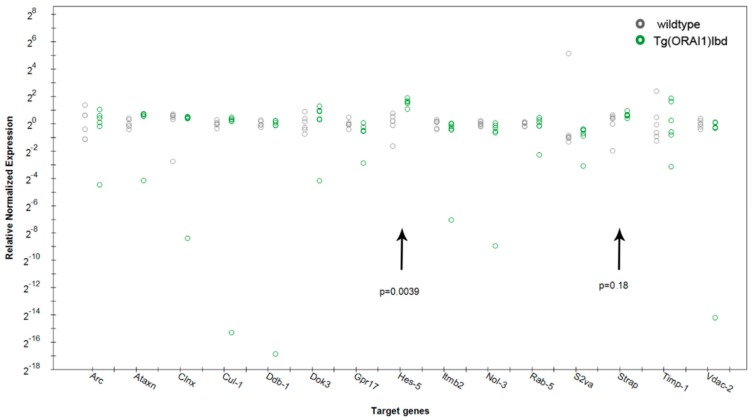
Expression profile of the selected genes in the hippocampi of the tested mouse variants that was obtained by real-time PCR analysis. The results are presented as scatter plot; each circle corresponds to one animal. The obtained results suggest an up-regulation of the expression of *Hes-5* and *Strap*. The data are presented as a fold change (2^−∆∆Ct^) that was normalized to the reference gene (*Uba-2*), the statistics was estimated by CFX software (Bio-Rad) using post hoc method (Tukey’s test).

**Table 1:** A list of selected genes that were chosen for validation using customized arrays. *Arx, Dclk1*, *Cdkl5* and were subsequently taken to ddPCR analysis (framed in green).

				Bio-Rad Assays	qPCR	
	Gene Name	ENSEMBL ID	Description	Cat. No.	2^−∆∆Ct^	*p*-Value Tukey
Genes associated with epilepsy	*Kcne2*	ENSMUSG00000039672	potassium voltage-gated channel, Isk-related subfamily, gene 2	qMmuCID0011027	0.487	0.670
	*Arx*	ENSMUSG00000035277	aristaless related homeobox	qMmuCED0004831	0.787	0.046
	*Dclk1*	ENSMUSG00000027797	serine/threonine-protein kinase DCLK1	qMmuCID0022222	0.827	0.015
	*Cdkl5*	ENSMUSG00000031292	cyclin-dependent kinase-like 5	qMmuCID0013381	0.868	0.064
	*Gabrb2*	ENSMUSG00000007653	gamma-aminobutyric acid (GABA) A receptor, subunit beta 2	qMmuCID0005334	0.886	0.224
	*Scn9a*	ENSMUSG00000075316	sodium channel protein type 9 subunit alpha	qMmuCID0015354	1.283	0.131
	*Folr1*	ENSMUSG00000001827	folate receptor 1	qMmuCID0016330	0.5262	0.688
	*Clic6*	ENSMUSG00000022949	chloride intracellular channel 6	qMmuCID0011099	0.615	0.678
	*Kl*	ENSMUSG00000058488	klotho, the Klotho peptide generated by cleavage of the membrane-bound isoform may be an anti-aging circulating hormone	qMmuCID0007154	0.663	0.648
	*Trpm3*	ENSMUSG00000052387	transient receptor potential cation channel, subfamily M, member 3	qMmuCID0040163	0.8	0.747
	*Fam26e*	ENSMUSG00000049872	calcium homeostasis modulator protein 5	qMmuCID0008059	0.882	0.213
	*Cul4b*	ENSMUSG00000031095	cullin 4B, Core component of multiple cullin-RING-based E3 ubiquitin-protein ligase complexes	qMmuCID0011478	0.884	0.667
	*Mmp14*	ENSMUSG00000000957	matrix metallopeptidase 14 (membrane-inserted)	qMmuCID0006120	0.889	0.473
	*Ston2*	ENSMUSG00000020961	stonin 2, adapter protein involved in endocytic machinery	qMmuCID0014604	0.936	0.462
	*Shisa9*	ENSMUSG00000022494	regulator of short-term neuronal synaptic plasticity in the dentate gyrus	qMmuCID0022663	0.940	0.523
	*Akap9*	ENSMUSG00000040407	A-kinase anchor protein 9, scaffolding protein	qMmuCID0023460	0.958	0.542
	*Enah*	ENSMUSG00000022995	ENAH actin regulator; actin-associated proteins involved in a range of processes dependent on cytoskeleton remodeling and cell polarity such as axon guidance	qMmuCID0026581	0.985	0.593
	*Nrp2*	ENSMUSG00000025969	Neuropilin-2, High affinity receptor for semaphorins	qMmuCID0005743	1.021	0.835
	*Mdm2*	ENSMUSG00000020184	E3 ubiquitin-protein ligase	qMmuCID0025320	1.044	0.676
	*Prex2*	ENSMUSG00000048960	phosphatidylinositol-3,4,5-trisphosphate-dependent Rac exchange factor 2	qMmuCID0039899	1.070	0.187

**Table 2:** List of selected genes together with primers sequence whose expression profile was analyzed using real-time PCR. Up-regulation of hairy and enhancer of split-5 (*Hes-5)*, a transcriptional repressor, was detected in the hippocampus of Tg(ORA1)Ibd line (highlighted in green).

			Primer sequence		qPCR	
Gene Name	ENSEMBL ID	Description	Forward	Revers	2^−∆∆Ct^	*p*-Value Tukey
*Ddb1*	ENSMUSG00000024740	damage specific DNA binding protein 1	TCAAAGAGGTGGGAATGTACG	GATGTCAATGCTTTCGCCAC	0.147	0.351
*Vdac2*	ENSMUSG00000021771	voltage-dependent anion channel 2	TGGAACACCGATAACACTCTG	CACTCCCTCTTGTAAGCAGAC	0.18	0.317
*Cul1*	ENSMUSG00000029686	cullin 1	ACCGATTCTCCAGCAAAGTG	TCTCCATGTCACCAATGCAAG	0.204	0.400
*Nol3*	ENSMUSG00000014776	nucleolar protein 3 (apoptosis repressor with CARD domain)	TCCAAGAAGAGGATGAATCTGAAG	ATTTGGCAGTAGGTGTCTCG	0.298	0.255
*Itmbl2*	ENSMUSG00000022108	integral membrane protein 2B	TTTGAGGAAGACGCAGTGG	TGTTCAGAGGAATCACGTAG	0.396	0.272
*Clnx*	ENSMUSG00000020368	calnexin	CTTTGCCAGTGTTCCTTGTG	CTTCCTCTTCATCCCTCTTGTTC	0.495	0.534
*Sv2a*	ENSMUSG00000038486	synaptic vesicle glycoprotein 2 a	GTGGACACTCTACTTCGTGC	ATGCCCAGGTACACAATGAG	0.502	0.395
*Gpr17*	ENSMUSG00000052229	G protein-coupled receptor 17	TCTCCTGTCCTTTCCTTCCT	TCTCTTGTCCGCATTGCTC	0.587	0.117
*Arc*	ENSMUSG00000022602	activity regulated cytoskeletal-associated protein	CTACAGAGCCAGGAGAATGAC	GTGTCTTGGAACCCATGTAGG	0.752	0.668
*Rab5*	ENSMUSG00000000711	Rab5B. member RAS oncogene family	AGGGAACAAAGCTGACCTTG	TGCCAGGAAGAGATCATTCAC	0.820	0.505
*Atxn*	ENSMUSG00000074748	ataxin 7-like 3B	TGTGTACCCAGCCTATACAATTC	CCTGACCATCAACACCATCTAA	0.906	0.865
*TIMP1*	ENSMUSG00000001131	tissue inhibitor of metalloproteinase 1	CTCAAAGACCTATAGTGCTGGC	CAAAGTGACGGCTCTGGTAG	0.913	0.890
*Dok3*	ENSMUSG00000035711	docking protein 3	ACTGGTGCCTTCCTGATTAC	GATCCTGACGAACATTCTCCG	0.961	0.949
*Strap*	ENSMUSG00000030224	serine/threonine kinase receptor associated protein	CCAGGGAGATACAGGAGACT	AGACCGCATCCCATACTTTG	1.568	0.186
*Hes-5*	ENSMUSG00000048001	hes family bHLH transcription factor 5	CTACCTGAAACACAGCAAAGC	AGCTTCATCTGCGTGTCG	2.932	0.003

**Table 3:** Phenotypes of human mutations of genes which are associated with epilepsy.

Gene Name	Encoded Protein Function	Phenotype in Human	Reference
*Arx*	aristaless related homeobox gene- regulator of gene transcription important forbrain development	Early infantile epileptic encephalopathy (EIEE); X-linked lissencephaly with abnormal genitalia (XLAG)	[48,49,50,51,52]
*Cdkl5*	X-linked serine/threonine kinase cyclin-dependent kinase-like 5	Early infantile epileptic encephalopathy (EIEE)	[53,54,55,56,57]
*Dclk1*	doublecortin-like kinase 1	Focal seizures	[58]
*Gabrb2*	subunit of γ-aminobutyric acid type A (GABAA) receptor	Generalized epilepsy with febrile seizures plus (GEFS+); Childhood absence epilepsy (CAE); Lennox-Gastaut syndrome	[59,60,61]
*Scn9a*	sodium channel	Dravet syndrome (DS); Familial febrile seizures (FFS); Generalized epilepsy with febrile seizures plus (GEFS+)	[62,63,64]
*Kcne*	a family of single-helix transmembrane proteins with 5 known members that modulate the function of several ion channels	Familial neonatal seizures	[65]

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/20/22/5539/s1.

## Abbreviations

a.u.	arbitrary units
aCSF	artificial cerebrospinal fluid
AM	acetomethyl ester
AMPA	α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
Arx	aristaless related homeobox
CaMKII	Ca^2+^/calmodulin-dependent protein kinase II
Cdkl5	cyclin-dependent kinase-like 5, also known as serine/threonine kinase 9 (STK9)
CPA	cyclopiazonic acid
CRAC	calcium release activated channel
EGTA	ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid
Dclk1	doublecortin like kinase 1
ddPCR	digital droplet PCR
DRG	dorsal root ganglion
ER	endoplasmic reticulum
FPKM	Fragments Per Kilobase Million
Fura-2 AM	Fura-2 acetomethyl ester
GO BP	gene ontology biological process
Hes-5	hairy and enhancer of split-5
Ibd	Institute of Experimental Biology, in Polish: Instytut Biologii Doświadczalnej
IP3R	inositol triphosphate receptor
NMDG	N-methyl-D-glucamine
nSOCE	neuronal store operated calcium entry
PMCA	plasma membrane calcium ATP-ase
RER	rough endoplasmic reticulum
RNASeq	RNA sequencing
SOCE	store operated calcium entry
STIM	stromal interaction molecule
Tg	transgenic
TRPCs	transient receptor potential cation channels
TTX	tetrodotoxin
VGCC	voltage-gated calcium channel

# Supplementary material for: Changes in Calcium Homeostasis and Gene Expression Implicated in Epilepsy in Hippocampi of Mice Overexpressing ORAI1
**Source:** Int J Mol Sci. 2019 Nov 6;20(22):5539. doi: 10.3390/ijms20225539
**Supplement:** Supplementary file 1

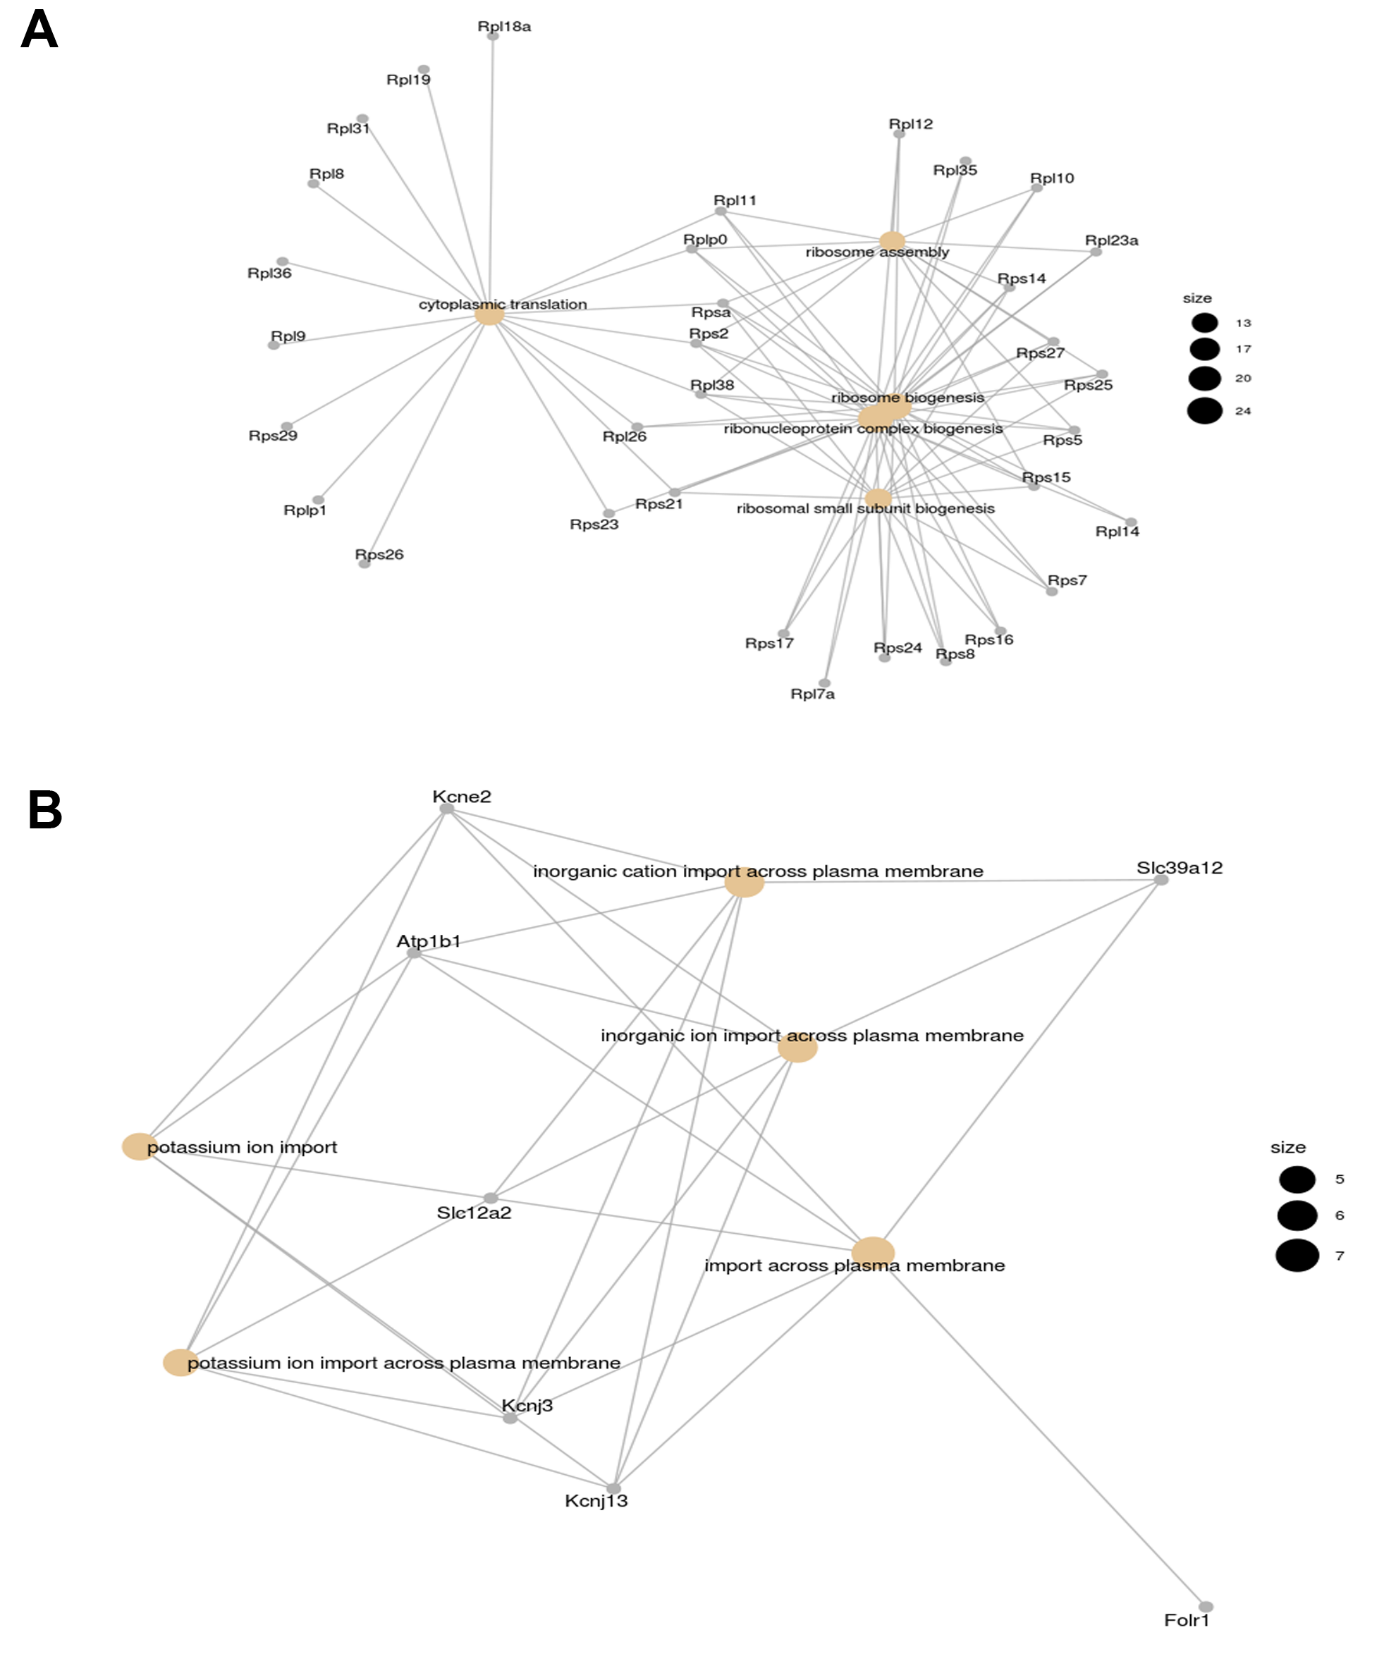

**Figure S1.** Cnetplot, plot showing a network of upregulated (**A**) and downregulated (**B**) GO BP (Biological Process) gene groups and their interconnections. Size of a dot of GO BP term corresponds to the number of genes involved. The cnetplot depicts the linkages of genes and biological concepts (GO terms) as a network, which allows to visualize the genes that are involved in the enriched pathways and genes that may belong to multiple annotation categories.

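In a cnetplot each Gene Ontology group is joined by a line to every gene counted in it, so a gene with several lines belongs to several groups and the groups that share it lie close together. Among the 33 genes of the 10 up-regulated groups plotted in Figure 2A, 24 belong to more than 1 of these groups, and Rpl38, in 9 of them, belongs to the most. Its log2 fold change of 0.30 (standard error 0.053, adjusted p = 0.0264 from edgeR's quasi-likelihood test) in the deposited counts fell to 0.17 with GC offsets, where edgeR's adjusted p was 0.116. Rpl38 was chosen for its number of groups. Among the 29 genes of the 10 down-regulated groups, 9 belong to more than 1 group, and Slc12a2, in 7, belongs to the most. Groups that share genes in this way are not independent of each other.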

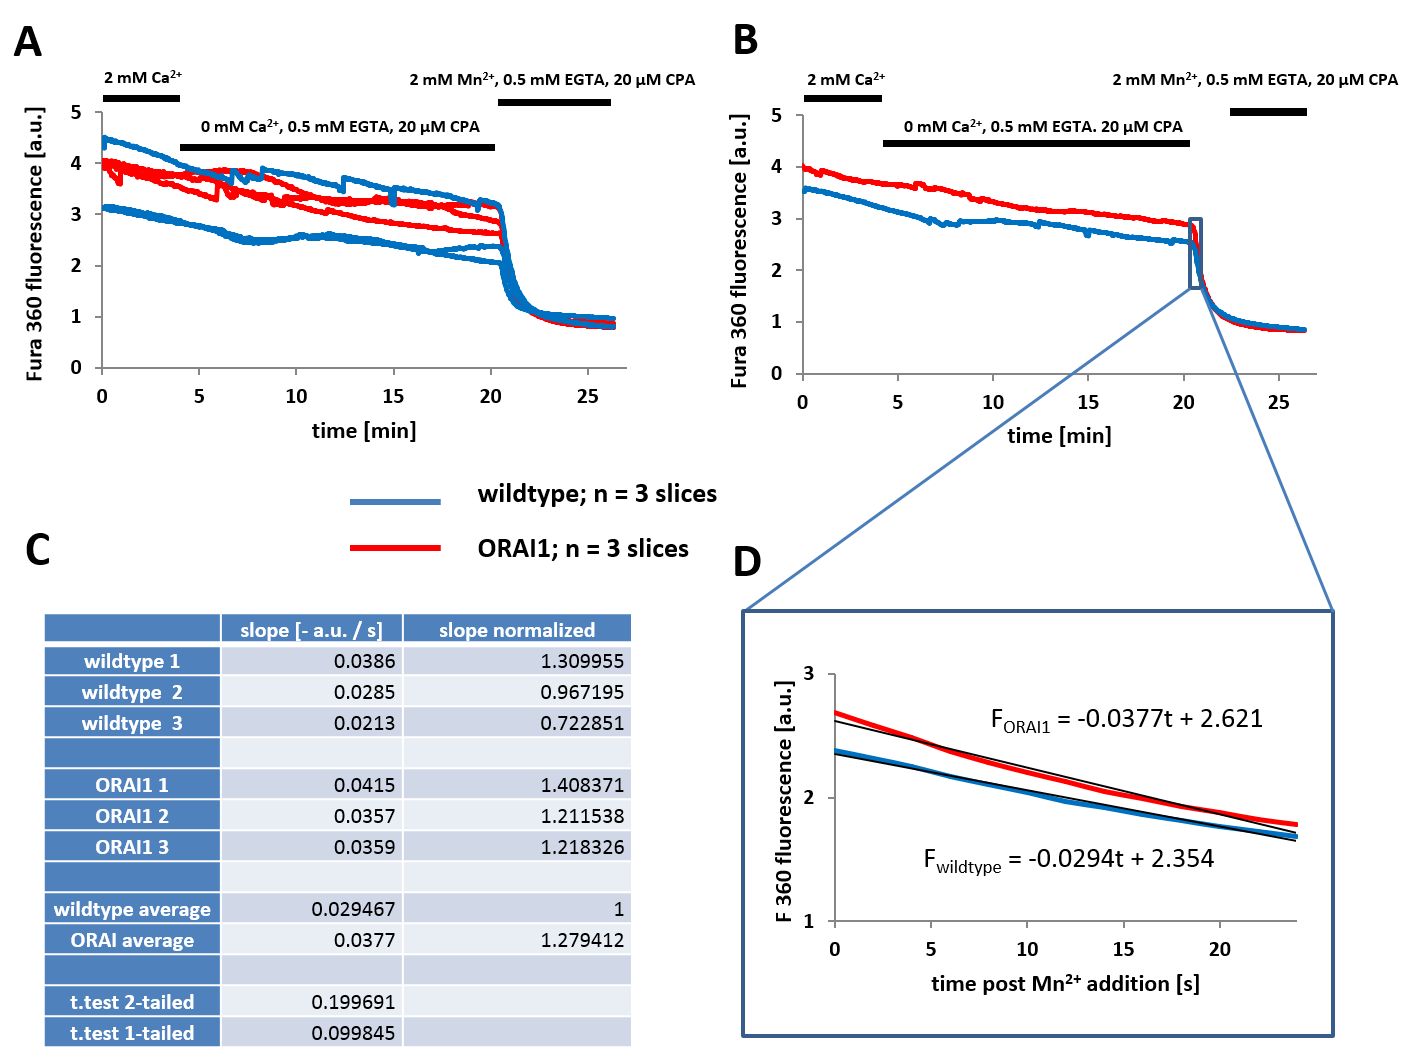

**Figure S2.** Fura-2 quenching experiment by Mn^2+^. As an alternative approach for the assessment of the activity of SOC channels we performed Fura-2 quenching experiments using Mn^2+^. A sharp decrease in the signal upon Mn^2+^ addition was observed: (**A**) – traces from single slices, each trace is an average of responses obtained from 30-40 cells; 3 replicates per variant; (**B**) – averaged traces from panel (**A**). The slopes of the linear part of the curves following Mn^2+^ addition (which correspond to the first 25 s of treatment) were compared (**D**). The results revealed a tendency towards increased decay rate in neurons overexpressing ORAI1 (quantification in **C**).

How the deposited data were processed for this re-analysis (not part of the article)

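RNA from the hippocampi of 3 wild-type and 3 Tg(ORAI1)Ibd females aged 7 months was sequenced, 1 library per mouse. The authors removed adapters and low-quality reads with Trimmomatic, aligned the reads to the mouse genome mm10 with STAR, and counted fragments on genes with featureCounts. The authors deposited these counts, whole numbers of fragments per gene and library that were not normalized, together with the exonic length of each gene in bp. The command recorded with the deposited counts took read pairs as fragments, kept the strand (setting 2, reversely stranded), required a mapping quality of at least 3 and used primary alignments, on the Ensembl 95 annotation of GRCm38. The table holds 54838 genes and 6 columns of counts, 1 for each library, and all 6 were used. Libraries were assigned to genotypes by the labels of the columns.

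Total counts ran from 37710188 to 52497799 in the wild-type and from 37414241 to 47027279 in the transgenic libraries, and 27237 to 28352 genes had at least 1 count. The 10 genes with the most counts took between 5.39% and 6.02% of a library. For genes with few counts in a library the counting itself limits the precision, and a fold against libraries with at most 3 counts is an imprecise estimate. With 3 mice per genotype, an exact two-sided permutation test of a single value cannot give a p below 0.1.

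Genes were kept by edgeR's filterByExpr with a minimum count of 10, which left 19087, and libraries were scaled by TMM. Genotypes were compared with edgeR's quasi-likelihood test on all 6 libraries without covariates, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. CPM in the text are counts relative to the scaled library total, and log2 CPM used for lists of genes had a prior count of 2. FPKM were computed here from the counts, the deposited gene lengths and the library totals, and principal components were taken from them with prcomp in R. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for preparing the tables and drawing.

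Other scalings (DESeq2's size factors, total counts, the upper quartile), other tests (DESeq2's Wald test, limma-voom), no filter on low counts, a filter of at least 10 counts in every library, and fits with each mouse left out in turn were tried in place of these choices. Because the libraries of both genotypes carry the replicate numbers 1 to 3, a model with the replicate number as a block was tried too. Same-numbered mice are different animals, and the labels do not say what they share. Trends of log2 counts on gene length and on GC content were removed from each library with a loess curve (span 0.5, fitted to genes with a mean log2 CPM above 1) and passed to the model as offsets, each alone, each with the block, and both together. Transcript GC content and positions came from the GENCODE M21 annotation and the GRCm38 genome, in which 54809 of the genes were found by their Ensembl identifier. In a further model the mean log2 CPM of a list of choroid plexus genes was a covariate, and the genes of the list were left out of the outcome.

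The genes named in the text are those the paper names for the RNAseq experiment, in Figure 2B or in Tables 1 and 2; Orai2, Orai3, Stim1, Stim2, Trpc6 and Thy1; the reference genes; Xist; and the 5 genes that rose most and the 5 that fell most among those with an adjusted p under 0.05 whose groups did not overlap. Some genes covered by this rule are not reported here. Genes named outside this rule were chosen after their values were seen, and the text says so. Sets of genes (ribosomal proteins and mitochondrial ribosomal proteins by symbol, ribosome biogenesis factors, choroid plexus genes and immediate early genes by a list) were compared between genotypes by limma's camera with the correlation between genes estimated. An exact permutation test of each set's mean log2 CPM and an adjustment of camera's p over the 5 sets were added after the data were seen. The paper's test, NOISeq, and its Gene Ontology enrichment were not repeated, and the genes that the paper lists for its enriched groups were looked up instead.

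The fits were tested on simulated data of the same size, with 200 changed genes at a log2 fold change of 1 (seed 7). With edgeR's quasi-likelihood test 89.5% of the changed genes were found and 8.21% of 195 calls were false, and with the block added 89.0% of the changed genes were found and 9.18% of 196 calls were false. For DESeq2's Wald test 94.0% of the changed genes were found and 21.3% of 239 calls were false, and for limma-voom 88.5% of the changed genes were found and 8.76% of 194 calls were false. When a GC trend was added to the simulated transgenic libraries, 91.6% of 2248 calls were false without a correction, while with GC offsets 90.0% of the changed genes were found and 10.0% of 200 calls were false. The added trend was simulated and was not fitted to the libraries. It was steeper than the observed trend and equal in all simulated transgenic libraries. The 91.6% is therefore no estimate of the false share among the real calls.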

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

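In this part, the tests of GC content, of the spread between wild-type mice and of shared sequence were chosen after the results were seen, and the test of reads from the Thy1.2 cassette was not. Apart from Orai1, the 4 genes that rose most in transgenic mice, among those with an adjusted p under 0.05 whose groups did not overlap, were Thy1, Mid1, Rn7s1 and Gm9754. The text of the paper does not discuss these genes, although its Table S1 lists Thy1, so they are described here. Library totals of the genotypes overlap, and the 10 genes with the most counts took 5.39% to 6.02% of each library, so neither depth nor a few large genes separates the groups. The number of genes with a count did separate them, at 27471 to 28352 in wild-type and 27237 to 27279 in transgenic libraries. A difference between libraries that coincides with genotype is therefore not excluded. The design gives genotype as the 1 biological explanation to weigh.

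Thy1 had a log2 fold change of 2.66 (adjusted p = 5.0e-05 from edgeR's quasi-likelihood test), was higher in 3 of 3 transgenic mice than in every wild-type mouse, and stayed between 2.62 and 2.74 with each mouse left out in turn. After the GC trend was removed it was 2.56, so GC content did not account for it. Reads from the Thy1.2 cassette of the transgene are a candidate explanation. The test set for it was the rise of Thy1 with the groups apart, which is the pattern to be explained, so it cannot decide. A rise of the mouse gene itself would give the same counts, so the 2 cannot be told apart from counts per gene. With the choroid plexus covariate the log2 fold change was 1.59 with an adjusted p of 0.242, and over all alternatives Thy1's adjusted p ran from 3.5e-234 to 0.242, with edgeR's, DESeq2's or limma's test.

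Mid1, on chromosome X of GRCm38 from 169685199 to 170005736, had 548, 114 and 138 counts in the wild-type and 1169, 840 and 852 in the transgenic libraries, a log2 fold change of 2.03 (standard error 0.43, adjusted p = 0.0395 from edgeR's quasi-likelihood test), and was higher in 3 of 3 transgenic mice. With GC offsets it was 1.93 and edgeR's adjusted p was 0.0662, within a range over all alternatives from 0.00141 to 0.406. GC content therefore did not account for the size of the change, though with GC offsets alone it no longer passed the threshold. Among the wild-type mice the highest CPM was 3.88 times the lowest. This spread came from wild-type mouse 1, whose value lay nearest to the transgenic mice, and leaving it out raised the log2 fold change to 2.89, so its value does not account for the rise. It shows that Mid1 differs between mice of 1 genotype, and with 3 mice per group an effect of the transgene cannot be told apart from such differences. Over the 6 fits that each left out a mouse the log2 fold change ran from 1.72 to 2.89.

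Rn7s1, on chromosome 12 of GRCm38 from 69159295 to 69159594, is annotated as a miscellaneous RNA of 300 bp. Its counts were 284, 368 and 280 in the wild-type and 1129, 822 and 871 in the transgenic libraries, a log2 fold change of 1.69 (standard error 0.16, adjusted p = 0.00376 from edgeR's quasi-likelihood test), and it was higher in 3 of 3 transgenic mice. It was 1.53 with GC offsets and ran from 1.53 to 1.87 with each mouse left out, where edgeR's adjusted p ran from 0.00444 to 0.0223. All 100% of its words of 25 bases also occur in Rn7s2, so its counts cannot be told apart from those of that copy, and the change could belong to either gene.

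Gm9754, annotated as an antisense transcript on chromosome 5 of GRCm38 from 118065360 to 118069710, had 41, 36 and 22 counts in the wild-type and 130, 88 and 75 in the transgenic libraries. Its log2 fold change was 1.67 (standard error 0.21, adjusted p = 0.0112 from edgeR's quasi-likelihood test), with higher values in 3 of 3 transgenic mice, and 1.55 with GC offsets. With each mouse left out it ran from 1.53 to 1.80, and edgeR's adjusted p from 0.0198 to 0.0672. GC content did not account for this change. Reads shared with other genes were not tested for Thy1, Mid1 and Gm9754, so no biological explanation is put forward for them.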

How the results depend on the processing

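The alternatives described with the processing were chosen before the data were examined, except GC and length offsets together, chosen after seeing the data. No cause of a change in this part was tested unless a test is named.

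The number of genes with an adjusted p under 0.05 was 1355. It was between 1252 and 1503 with the other scalings, limma-voom, no filter on low counts and the filter on every library, and 2230 with DESeq2's Wald test, for which 21.3% of the calls in simulated data were false. It fell to 825 with length offsets, 439 with GC offsets and 474 with both. The replicate number as a block gave 738, with length offsets 476 and with GC offsets 424; deviations of same-numbered mice had a mean correlation of 0.143. Across the 6 fits that each left out a mouse it ran from 77 to 1149, the lowest without wild-type mouse 1. Of those 77 genes, 11 were higher and 66 lower, while of the 1149 without transgenic mouse 1, 466 were higher and 683 lower. At an unadjusted p under 0.05, these fits gave 1854 to 2589 genes higher and 1691 to 2854 lower.

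The choroid plexus covariate left 2 genes, with 1438 higher and 1796 lower at an unadjusted p under 0.05. Genotype held 98.5% of the covariate's variance and standard errors rose 7.76-fold at the median, so this model separates genotype poorly from the covariate. Among the genes reported here it changed the sign of the log2 fold changes of Stim1 (0.15), Actb (-0.16), Gabrb2 (0.12), Akap9 (0.43), Scn9a (2.72), Gm534 (5.89) and Gm15475 (0.32). Hes5 rose to 2.51 without reaching the threshold, and the median of the plotted Table S1 genes was 0.14. For the 19 plotted Table S2 genes outside the choroid plexus list the median was -0.26, against -0.49 for the same genes without the covariate. None (0) of the 31 genes of Tables 1 and 2 outside the list then passed, with 10 at an unadjusted p under 0.05.

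Orai1 kept its direction and its adjusted p under 0.05 in every alternative. Hes5 no longer passed with GC offsets (0.70) or both offsets (0.61), nor in 4 of the 6 fits that left out a mouse, where its log2 fold change ran from 0.75 to 1.01. Dclk1 passed with total count scaling (-0.20) and with DESeq2's Wald test (-0.18), but shrank to -0.061 with length offsets, -0.15 with GC offsets, -0.092 with the covariate and -0.015 with both offsets. The sign of Actb changed with length offsets (-0.041), GC offsets (-0.033) and both (-0.081), and that of Strap with GC offsets (0.027). With the block and length offsets Actb was at -0.041, and with the block and GC offsets Actb was at -0.033 and Strap at 0.027. With each mouse left out Actb ran from -0.019 to 0.056 and Trpc6 from -0.24 to 0.26. The cause was not tested.

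The median of the ribosomal protein genes was 0.25 and stayed positive in every alternative. Limma's camera gave an unadjusted p under 0.05 with no count filter (0.26), length offsets (0.18), GC offsets (0.21), both (0.15), a preset correlation (0.25) and without wild-type mouse 1, in a range of 0.23 to 0.28 with each mouse left out. Adjusted over the 5 sets, the family had no adjusted p under 0.05 with camera, neither without offsets nor with the block, length or GC offsets. The plotted Table S1 genes moved from 0.26 to 0.18 with length offsets, 0.18 with GC offsets and 0.11 with both, and to 0.18 and 0.18 with the block and length or GC offsets. For the plotted Table S2 genes the median ran from -1.02 to -0.85 with each mouse left out, and 5 to 11 genes of Tables 1 and 2 passed. The log2 ratio of Orai2 to Orai1 was 4.37 without length scaling. PC2 held 31.1% of the variance on log2(CPM + 1), 23.6% without the 10 genes with the largest variance and 10.8 to 42.7% with each mouse left out. PC2 no longer separated the genotypes on log2(CPM + 1), without the 10 genes, or without wild-type mouse 3 or any 1 of the transgenic mice; PC1 did so instead in these settings except without transgenic mouse 3, where neither did. Leaving out mitochondrially encoded genes could not move it, since these have no counts. That setting therefore cannot tell whether mitochondrial RNA carried the components, since its reads could have been counted on other genes.

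Over the genes named one by one, apart from Orai1, Hes5 and Dclk1, 689 values under alternatives were compared. Of these values, 609 kept direction and side of the threshold, 55 no longer passed it, 8 newly passed it and 17 changed sign. DESeq2 gave Gm534 and Gm15475 no adjusted p. These genes had at most 3 counts in each transgenic library, so their log2 fold changes are imprecise. With each mouse left out in turn these ran from -4.23 to -3.26 for Gm534 and from -4.00 to -3.27 for Gm15475.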

Differences from the paper's values

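The volcano plot of the paper gives the adjusted p of marked genes as its negative log10. The paper used NOISeq, which was not repeated here, so none of the alternatives reproduces its test. Values within 1.5 times of each other on this scale can still differ many-fold in p. For Orai1 the paper's value is about 4.0 in Fig. 2B, read by eye, and here it was 7.42. Of the alternatives set before the data were examined, it came within 1.5 times the paper's value with the replicate block and GC offsets (5.91), without wild-type mouse 1 (5.43), without wild-type mouse 2 (5.54) and without transgenic mouse 3 (5.93), and with none of the others. DESeq2's Wald test gave Orai1 a p of 0, which has no log10. For Hes5 the paper's value is about 3.2 in Fig. 2B, read by eye, against 1.52 here. With DESeq2's Wald test it was 4.12 and with no filter on low counts 2.53, both within 1.5 times the paper's value, and no other alternative closed the gap. For Dclk1 the paper's value is about 3.0 in Fig. 2B, read by eye, and here it was 1.24. DESeq2's Wald test gave 2.02, and no other alternative came within 1.5 times the paper's value.

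The ratios in the paper's Table S1 are out of 199 up-regulated genes and those in its Table S2 out of 118 down-regulated genes. Here 2485 genes were higher and 2821 lower at the same unadjusted threshold. The paper's numbers come from a Gene Ontology test, and the number of genes here with an annotation in it was not counted. Under the alternatives set before the data were examined, the counts ran from 1438 to 2732 higher and from 1691 to 3094 lower, and none closed the gap.

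The paper places Dclk1 among genes with a small adjusted p in its volcano plot. Its adjusted p was 0.0581 with edgeR's quasi-likelihood test over all genes. It was under 0.05 with total count scaling (0.0495 from edgeR's test), with DESeq2's Wald test (0.00953) and when adjusted over the genes of Tables 1 and 2 alone (0.0148 from edgeR's test), and ran from 0.00953 to 0.926 over the alternatives. The paper assigns the majority of the up-regulated genes to groups of ribosome biogenesis and translation. Here 30 of the 591 genes that were higher with an adjusted p under 0.05 are in the groups it plots, and 59 are ribosomal protein genes. The paper took its groups from genes with an unadjusted p under 0.05 from NOISeq, so these shares are not like for like. The paper places the strongest down-regulation in hormone transport and ion transport groups. Of the 20 genes with an adjusted p under 0.05 that fell most here, 4 are in any group of Table S2. A ranking by fold change is not the paper's Gene Ontology test, so this count does not test its statement.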

Other observations

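In this part, the tests of GC content on the number of genes and of ribosomal protein pseudogenes were chosen after the results were seen, and so were the exact permutation tests of sets and camera's adjustment over the sets; the other tests were not.

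Genes of the choroid plexus epithelium were lower in transgenic mice. Of the 31 listed genes tested, 29 were lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test, and the median log2 fold change was -2.45. The paper names some of these genes, selected from the same libraries. Of the 17 that it does not name, 15 were lower at this threshold, and their median was -2.24. The mean log2 CPM of the list was 4.48 to 4.84 in the wild-type and 2.19 to 2.47 in the transgenic libraries, lower in 3 of 3 transgenic mice (exact two-sided permutation test, p = 0.1, the smallest possible). Adjusted over the 5 sets, limma's camera gave an adjusted p = 0.0708, which is not under 0.05, within a range from 0.0541 with GC offsets to 0.295 with the replicate block. Of the 20 genes with an adjusted p under 0.05 that fell most, 9 are in the list. Different amounts of choroid plexus tissue in the dissected hippocampi are a candidate explanation, since the choroid plexus lies next to the hippocampus. If so, listed genes that the paper does not name should rise and fall together among mice of 1 genotype. For the 14 of them with a mean log2 CPM above 1, the mean pairwise correlation of deviations from the genotype means was 0.350. In 1000 random lists it had a median of -0.0147 and a 95th percentile of 0.116. These genes thus moved together more than random lists did, but far from fully. A lower expression in the choroid plexus of transgenic mice, or a smaller choroid plexus, would give the same difference between genotypes, and counts from whole dissected tissue cannot tell these apart.

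Another pattern is that fold changes followed GC content. Across genes, which are not independent replicates, Spearman's rho with transcript GC content was 0.566, and with gene length -0.387. Genes that were higher with an adjusted p under 0.05 had a median GC content of 55.8% and genes that were lower one of 44.7%, against 49.5% of all genes tested. After GC offsets, which brought rho to 0.0188, 399 of the 1355 genes still had an adjusted p under 0.05 from edgeR's test, 110 of 591 higher and 289 of 764 lower, the 29 choroid plexus genes among them. A GC bias between libraries may therefore account for most of the genes that pass without the correction, and not for those that pass with it. Because the trend runs in the same direction in all 3 libraries of a genotype, a change of expression in transgenic mice that itself follows GC content would be removed by the offsets as well. The labels and the paper name no library batch, and any batch that coincides with genotype cannot be told apart from it.

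The 1355 genes were set against other splits of the 6 libraries into groups of 3. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes, the real one; the other 3 gave 0 genes each, with 182 to 382 at an unadjusted p under 0.05. Of the 10 splits in all, the other 6 part only 1 pair; 1 of these, wild-type mice 1 and 2 with transgenic mouse 1 against the rest, gave 205 genes with an adjusted p under 0.05, and the remaining 5 gave 0, with 221 to 446 at an unadjusted p under 0.05. For the ribosomal protein genes, 1 of the same 4 splits had a median as large as 0.25, again the real one, and the other 9 splits reached at most 0.11 in size. With so few mice, no count of splits can fall below a share of 10%, so a difference between the groups that has nothing to do with genotype cannot be excluded by it. In 34.9% of the tested genes the groups did not overlap, where chance gives 10%.

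Ribosomal protein genes were higher in transgenic mice under each scaling, with medians from 0.24 to 0.25 (0.25 with TMM). Length offsets took the median to 0.18 and GC offsets to 0.21, so neither bias alone accounts for it; both together, an alternative chosen after seeing the data, left 0.15. Reads shared with the 300 annotated pseudogenes, 181 of which had a count, do not account for it either, since their percent of the family's counts differed by at most 0.134 points between libraries. Ribosome biogenesis factors other than ribosomal proteins had a median log2 fold change of 0.055, and for them an exact two-sided permutation test gave p = 0.2 and limma's camera, which is not exact, p = 0.374 (0.468 adjusted over the sets). Of these 73 factors 47 were higher, 17 of them and 3 of the lower ones at an unadjusted p under 0.05 and 4 and 0 with an adjusted p under 0.05 from edgeR's test, and camera with a preset, smaller correlation gave an unadjusted p under 0.05. A shift of the set was thus not detected with the estimated correlation, but the same test did not pass for the ribosomal protein genes either, so a smaller rise of these factors cannot be excluded. Mitochondrial ribosomal proteins had a median of 0.090, with an exact two-sided permutation p of 0.1 and an adjusted p of 0.254 from limma's camera. With the choroid plexus covariate the family's median was 0.0091, but genotype held 98.5% of the variance of that covariate, so an effect of genotype and the amount of this tissue cannot be told apart by it. The rise may reflect an effect of the transgene on these genes, a different mix of cell types or a difference between libraries that is not captured by GC content or length; apart from the choroid plexus covariate, the last 2 were not tested, and the set did not reach an adjusted p under 0.05 with camera (0.140, and 0.0990 to 0.332 over length offsets, GC offsets and the replicate block).

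Altered activity of neurons could show in immediate early genes. The 18 listed genes had a median log2 fold change of 0.18, 15 of them higher, and 0 had an adjusted p under 0.05 from edgeR's test, with 1 at an unadjusted p under 0.05. An exact two-sided permutation test of their mean gave p = 0.4 and limma's camera, which is not exact, p = 0.553, so no shift of the list was detected.

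The direction of the RNAseq fold change was that of the paper's real-time PCR ratio for 14 of 20 genes in Table 1 and for 9 of 15 in Table 2. A shared direction does not show a shared size of change. Kcne2, Folr1, Clic6, Kl, Trpm3, Cul4b, Gabrb2 and Akap9 were lower by both methods. None of these had a PCR p under 0.05 from the paper's Tukey test, whereas Hes5, higher by both, did. Dok3, higher in RNAseq, was not higher by PCR. The paper took the RNA for Table 1 from mice of other ages, and that for Table 2 from its previous experiments. Xist was present in all 6 libraries, at 1073 ± 59.6 CPM in wild-type and 836 ± 114 CPM in transgenic mice (mean ± SD, n = 3), a log2 fold change of -0.36 with an adjusted p of 0.0683 from edgeR's quasi-likelihood test. The 5 genes that fell most among those with an adjusted p under 0.05 were Tmem72 (-4.35), Tmprss11a (-3.98), Gm534, Gm15475 and Mfrp (-3.80), of which Tmem72 and Mfrp are in the list of choroid plexus genes.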
